# Pioneer and repressive functions of p63 during zebrafish embryonic ectoderm specification

**DOI:** 10.1038/s41467-019-11121-z

**Published:** 2019-07-11

**Authors:** José M. Santos-Pereira, Lourdes Gallardo-Fuentes, Ana Neto, Rafael D. Acemel, Juan J. Tena

**Keywords:** Developmental biology, Gene regulation, Genomics, Chromatin

## Abstract

The transcription factor p63 is a master regulator of ectoderm development. Although previous studies show that p63 triggers epidermal differentiation in vitro, the roles of p63 in developing embryos remain poorly understood. Here, we use zebrafish embryos to analyze in vivo how p63 regulates gene expression during development. We generate *tp63*-knock-out mutants that recapitulate human phenotypes and show down-regulated epidermal gene expression. Following p63-binding dynamics, we find two distinct functions clearly separated in space and time. During early development, p63 binds enhancers associated to neural genes, limiting Sox3 binding and reducing neural gene expression. Indeed, we show that p63 and Sox3 are co-expressed in the neural plate border. On the other hand, p63 acts as a pioneer factor by binding non-accessible chromatin at epidermal enhancers, promoting their opening and epidermal gene expression in later developmental stages. Therefore, our results suggest that p63 regulates cell fate decisions during vertebrate ectoderm specification.

## Abstract (web summary)

The transcription factor p63 is a master regulator of ectoderm development. Here the authors show that zebrafish p63 binds enhancers associated with neural genes to limit Sox3 binding and gene expression while also acting as a pioneer factor by promoting chromatin opening at epidermal gene enhancers.

## Introduction

The transcription factor (TF) p63 belongs to the p53 tumor-suppressor protein family and is a master regulator of ectoderm development that is known to play a key role during epidermal specification^1,2^. Its heterozygous mutations in humans have been associated with severe hereditary malformations affecting different ectoderm-derived structures, including skin, palate, digits, hair, and mammary glands^3–7^. These defects correspond to three main phenotypes: split-hand/foot malformation, ectodermal dysplasia, and orofacial cleft^8^. Interestingly, loss-of-function animal models, including mutant mice and knocked-down zebrafish, recapitulate the main human phenotypes, showing absence of skin, limbs and defects in palate development^9–12^.

Recently, the role of p63 over enhancers and genes associated to epidermis differentiation has been highlighted^13–18^, as well as its interaction with chromatin remodeling factors and epigenetic regulators^14,19–23^. The involvement of p63 in enhancing chromatin accessibility in epidermal cells has also been suggested^14,16^, similarly to its related TF p53^24^. According to these observations, p63 is a likely candidate to act as a pioneer TF, which are TFs able to bind to non-accessible sites and open them by displacing nucleosomes, alone or assisted by other factors, in order to allow the binding of non-pioneer TFs and other proteins^25–28^. Pioneer activity is essential for establishing an active state of chromatin at regulatory regions characterized by nucleosome modifications as H3K4me1 and H3K27ac. However, a pioneer activity of p63 has not been demonstrated so far.

In addition to its role promoting epidermal development, p63 has been involved in the inhibition of other cell fates. In this regard, p63-null mice show an up-regulation of genes required for mesoderm development^29,30^, and zebrafish gastrulating embryos knocked-down for p63 showed an expansion of the neural domains, while p63 over-expression leads to its reduction^11,31^. Interestingly, this work proposed p63 as the neural repressor postulated by the neural default model, according to which ectodermal cells become neural unless inhibited by BMP signaling^32^, and p63 expression is induced by BMP signaling^11,18,31^. However, the mechanism by which p63 might inhibit neuroectoderm expansion is completely unknown.

In this work, we use zebrafish embryos as a model to gain insight into the molecular mechanisms by which p63 regulates the expression of its target genes. For this, we generate a p63-null zebrafish mutant using CRISPR/Cas9 technology and combine it with the integration of transcriptomic, genomic and epigenomic data. In particular, we use ChIPmentation to analyze the chromatin binding dynamics of p63 during zebrafish development and find two different functions of p63. During early development, p63 binds to enhancers associated to neural plate-expressing genes, where it limits Sox3 binding and neural gene expression. Indeed, p63 and Sox3 are co-expressed at the neural plate border. On the other hand, p63 binds enhancers associated to epidermis-expressing genes when they are in a non-accessible chromatin state, leading to its opening and epidermal gene expression. Therefore, our results suggest that p63 is an important regulator of ectoderm specification in vertebrates that plays a dual role as a repressor of the neural fate and as a pioneer TF that promotes the epidermal commitment.

## Results

### Deregulated epidermal expression in *tp63*^*−/−*^ zebrafish mutant

In order to study the effects of the lack of p63 in vertebrate ectoderm development, we generated a *tp63* knockout zebrafish model using the CRISPR/Cas9 genome editing system^33^. For this, we targeted the exon 3 of the *∆Np63* isoforms (exons 5 or 6 of the *TAp63* isoforms), generating a 4-bp deletion that lead to a premature stop codon within that exon that affects all *tp63* isoforms, leading to the absence of p63 protein in mutant animals (Fig. 1a). *tp63*^*−/−*^ embryos died just after hatching, between 40 and 50 h post-fertilization (hpf), and from 36 hpf they showed defects in ectoderm-derived structures, including skin, pectoral fin buds and the fin fold, as reported previously in humans^4,6,7^. From this stage, *tp63*^−*/*−^ mutant embryos could be unambiguously identified by observing the lack of pectoral fin buds and the reduced size of the fin fold, while heterozygous *tp63*^*+/−*^ embryos showed wild-type phenotype (Fig. 1a, b). In *tp63*^*−/−*^ embryos, in situ hybridization of *tbx5a* shows the formation of the mesodermal anlage that will generate the fin bud, but the apical ectodermal ridge (AER) is not formed and therefore the appendage does not grow (Fig. 1b). Although they were able to grow until more than 40 hpf and pigment cells were less organized but normally visible, the epidermis stopped developing and protecting the animals. Indeed, they died commonly because of a generalized attack by microorganisms or, in a few cases, by neural tissue extrusion. These phenotypes are similar to those described for *trp63* knockout mice, which die after birth due to dehydration and show craniofacial abnormalities, limb truncations as a result of failure of the AER to differentiate, and absence of epidermis and related appendages, including hair follicles, teeth and mammary glands^9,10^. Zebrafish embryos knocked-down for *tp63* also showed similar but milder phenotypes^11,12^.

**Fig. 1:**
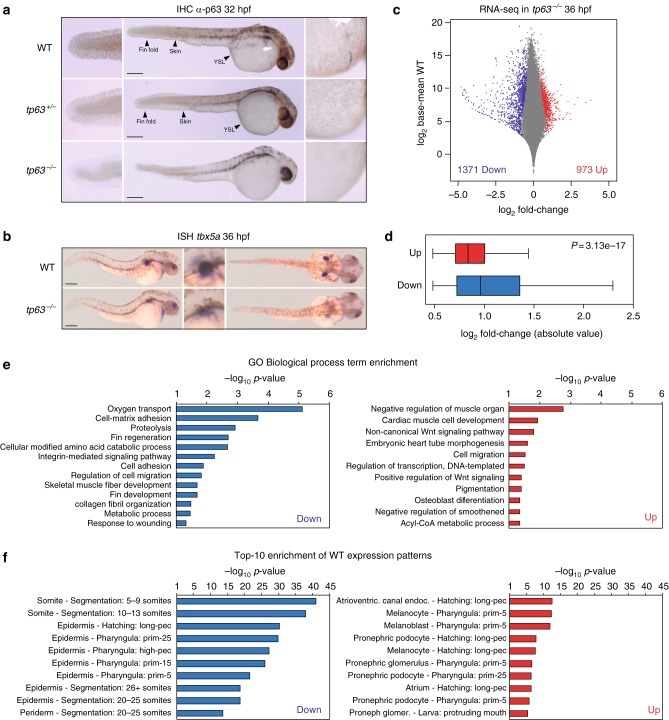
Zebrafish *tp63*^*−/−*^ mutant embryos show de-regulated epidermal program. **a** Whole-mount embryo immunostaining of p63 in wild-type (WT), heterozygous *tp63*^*+/−*^ and homozygous *tp63*^*−/−*^ embryos at 32 h post fertilization (hpf) showing the absence of p63 expression in *tp63*^*−/−*^ mutants. Left, zoomed lateral view of the tail; middle, lateral view of whole-embryo; right, zoomed lateral view of the yolk. YSL, yolk syncytial layer. **b** Whole-mount in situ hybridization of the *tbx5a* gene in WT and *tp63*^*−/−*^ embryos at 36 hpf showing expression in eye, heart and pectoral fin bud, the latter one being reduced in *tp63*^*−/−*^ mutant accordingly with the absence of this anatomical structure. Left, lateral view of whole embryo; middle, zoomed lateral view of the pectoral fin bud; right, dorsal view of whole embryo. For **a** and **b**, anterior is to the right. For **a** and **b**, scale bars represent 250 µm. **c** Differential analysis of gene expression between WT and *tp63*^*−/−*^ at 36 hpf from RNA-seq (*n* = 3 biological replicates per condition). The log_2_ base mean WT transcript expression levels versus the log_2_ fold-change of expression are plotted. Transcripts showing a statistically significant differential expression (*p* < 0.05) are highlighted in red (upregulated) or blue (downregulated). **d** Box plot representing the absolute log_2_ fold-change of the up- (*n* = 973) and down-regulated (*n* = 1,371) transcripts from (**c**). Center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range. *p* value according to the Wilcoxon’s rank sum test is shown. Source data are provided as a Source Data file. **e** Gene Ontology (GO) Biological Process term enrichment of the genes corresponding to the up- and down-regulated transcripts from (**c**). **f** Top-10 enrichment of WT expression patterns of the genes corresponding to the up- and down-regulated transcripts from (**c**). For **e** and **f**, the -log_10_ of *p*-value for each term is shown

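RNA was extracted from 3 biological replicates of WT and 3 of tp63 mutant zebrafish embryos at 36 hpf, each a pool of 15 embryos, and sequenced as single-end reads. The mutants are homozygous for a small deletion that removes p63, the transcription factor encoded by tp63. The authors aligned the reads to the GRCz10 assembly with STAR and counted them on Ensembl transcripts with htseq-count, and the deposited values are these counts without normalization, for 58549 transcripts. The counts of the WT replicates 1, 2 and 3 summed to 77961720, 80503899 and 77133790, and those of the tp63 mutant replicates to 77955886, 81976521 and 77925263. These totals are larger than the number of reads that the paper states, around 50 M per library, and the values here use the counts. Among the 29327 transcripts with at least 50 counts in every sample, 1393 had exactly the same counts as another transcript in all 6 samples. Reads counted on every transcript they overlap would give this, but the counting options are not known. The counts may therefore not be independent of each other, and the totals may not be numbers of reads. No library was a copy of another, with a chi-square per degree of freedom of at least 28.6 between any pair of the same genotype. Each was counted as a separate sample because the paper calls them biological replicates. Counts were normalized with the TMM method of edgeR, whose factors ran from 0.833 in WT replicate 1 to 1.20 in tp63 mutant replicate 2 although the totals were similar. The 41974 transcripts that passed edgeR's default filter on low counts were tested with its quasi-likelihood test, and transcripts with a Benjamini-Hochberg adjusted p under 0.05 were counted as de-regulated. WT and mutant samples carry the same replicate numbers, so the fit was made without the replicate number and again with it as a block. The transcripts of tp63 were not analysed here, since the files give transcript identifiers without gene names.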

To study the impact of p63 loss at the transcriptomic level, we performed RNA-seq in wild-type and *tp63*^*−/−*^ mutant embryos at 36 hpf. 

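In the fit without a block, 114 transcripts were up-regulated and 513 were down-regulated in tp63 mutants, and 4377 transcripts had an unadjusted p under 0.05. With the replicate number as a block, 879 transcripts were up-regulated and 1235 down-regulated. As a check of the pairing, the deviations of each sample from its group mean were correlated across transcripts, which are not independent replicates. Same-numbered WT and mutant samples had a mean correlation of 0.341, from 0.588 for replicate 1 and 0.509 for replicate 2 to -0.0746 for replicate 3. Of the 6 ways to pair the WT with the mutant samples, 1, the pairing by number, gave a mean correlation as high. DESeq2, without a block, called 402 up-regulated and 1038 down-regulated transcripts. When each of the 6 samples was left out in turn, the up-regulated transcripts numbered from 19 to 179 and the down-regulated ones from 205 to 560, and 18 up-regulated and 193 down-regulated transcripts passed the threshold in the full fit and in all 6 of these fits. The largest increase among up-regulated transcripts with a mean log2 CPM of at least 0, and with no overlap between the mutant and WT values, was that of ENSDART00000052620.4, from 10.7 ± 5.53 normalized counts (SD, n = 3) in WT to 562 ± 164 (SD, n = 3) in tp63 mutants. Its log2 fold change was 5.68 (standard error 0.43, adjusted p = 0.000211 from edgeR's quasi-likelihood test). The smallest adjusted p among the up-regulated transcripts belonged to ENSDART00000112497.3, with a log2 fold change of 5.08 (standard error 0.38, adjusted p = 0.000202 from the edgeR test). The largest decrease under the same limits was that of ENSDART00000082250.4, from 2829 ± 1972 normalized counts (SD, n = 3) to 0.917 ± 0.981 (SD, n = 3). Its log2 fold change was -11.40 (standard error 0.88, adjusted p = 0.000224 from the edgeR test), and its counts in WT varied more between replicates than those of the other transcripts named. The smallest adjusted p among the down-regulated transcripts belonged to ENSDART00000012637.8, which went from 2289 ± 289 normalized counts (SD, n = 3) to 8.68 ± 1.35 (SD, n = 3), a log2 fold change of -8.03 (standard error 0.25, adjusted p = 1.51e-06 from the edgeR test). All 4 transcripts also passed the threshold with the block and in each fit that left out one sample.

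**Figure D1:**
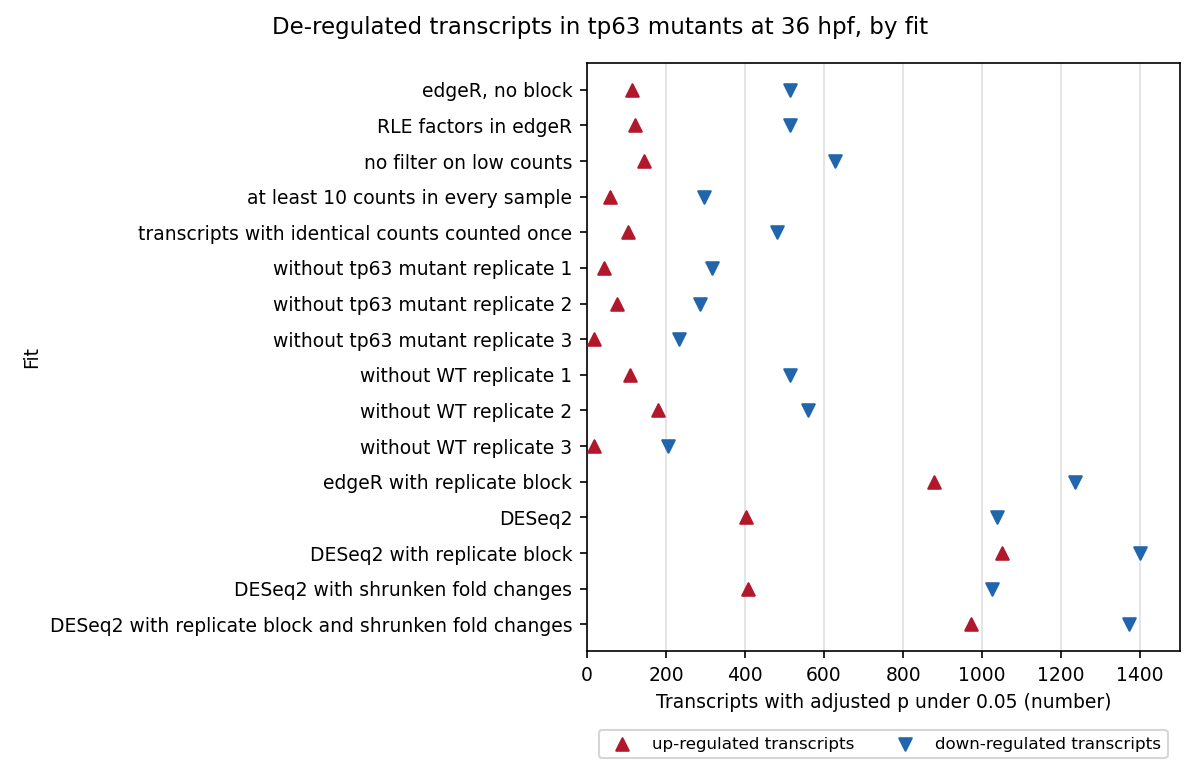
Number of transcripts with an adjusted p under 0.05 in tp63 mutants against WT at 36 hpf (horizontal axis) in each fit (vertical axis), with triangles pointing up for up-regulated and down for down-regulated transcripts. Down-regulated transcripts outnumbered up-regulated ones in every fit shown, with 513 against 114 in edgeR without a block and 1235 against 879 in edgeR with the replicate block. The 3 fits at the bottom were chosen after seeing the data.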

Differential gene expression analysis produced 973 up- and 1,371 down-regulated transcripts (Fig. 1c). The average fold-change of the down-regulated transcripts was significantly higher than that of the up-regulated ones (Fig. 1d), suggesting a higher global impact of p63 loss over activated genes than over repressed genes at this stage. 

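The median absolute log2 fold change of the 513 down-regulated transcripts was 2.34 and that of the 114 up-regulated transcripts was 2.13, with means of 3.02 and 2.52. The difference between the medians was 0.21, and it was within the range obtained when the directions were permuted over the transcripts (two-sided permutation test with 100000 resamples, p = 0.261). With the replicate number as a block, where the sets held 1235 and 879 transcripts, the medians were 1.29 and 1.16, and their difference of 0.13 passed the same permutation test (p = 0.00011). Transcripts that share reads are not independent, which neither permutation takes into account. From the larger fold changes of the down-regulated transcripts, the paper proposes that p63 loss has more impact on genes that p63 activates than on genes that it represses at this stage.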

Consistently with p63 functions, Gene Ontology term enrichment analyses showed biological processes related to epidermis and fin development for the down-regulated genes, and to mesoderm development for the up-regulated ones (Fig. 1e). Moreover, analysis of enrichment of WT expression patterns showed an over-representation of genes expressed in the epidermis for the down-regulated genes and in mesoderm tissues for the up-regulated ones (Fig. 1f). Altogether, these results agree with the positive role of p63 in epidermis and limb development^4–7,9,10^ and with a proposed negative role over mesoderm development^29,30^.

### Dynamic p63 binding during ectoderm specification

In order to study in detail how p63 regulates its genetic network during development, we analyzed chromatin binding of p63 by ChIPmentation (ChIP-seq coupled to Tn5-mediated TAGmentation of chromatin)^34^ in different embryonic time-points: 80% of epiboly (8.3 hpf), 24 hpf and 36 hpf, corresponding to gastrulation, segmentation and pharyngula developmental stages, respectively (Fig. 2a, Supplementary Fig. 1). We found a total of 30,597 p63 binding sites (BSs) across the three stages. *K*-means clustering of these BSs produced four clusters (a, b, c and d), two of which showed a clear dynamic behavior: cluster b represented 3,956 early p63 BSs and cluster c was composed of 3,801 late p63 BSs (Fig. 2b). To elucidate whether dynamic p63 BSs were driving expression to different tissues, we assigned them to their putatively regulated genes using GREAT^35^ and performed an analysis of enrichment of WT expression patterns. Interestingly, we found that genes associated to early p63 BSs were mainly expressed in the neural plate, while genes associated to late p63 BSs were preferentially expressed in the epidermis (Fig. 2c). This result suggests that p63 might be regulating gene expression in a tissue- and stage-dependent manner through different BSs.

**Fig. 2:**
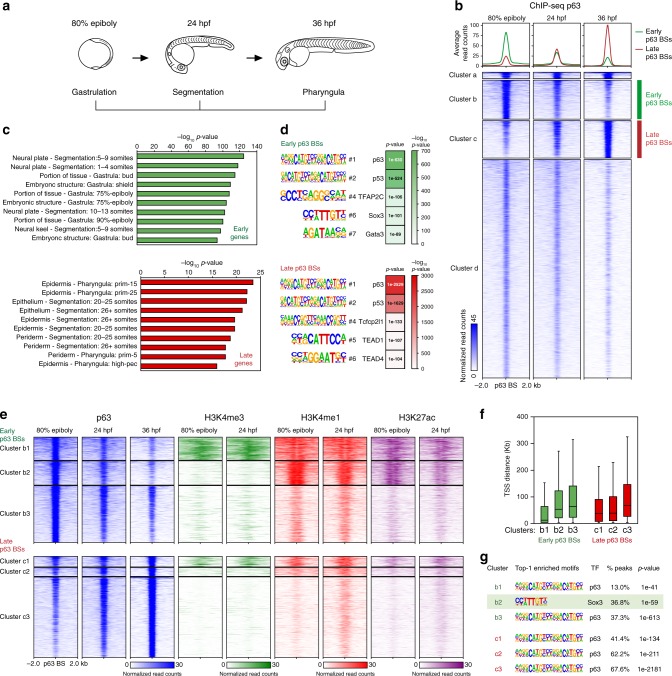
Dynamics of p63 binding during development in zebrafish embryos. **a** Picture illustrating zebrafish developmental stages in which most experiments were performed. **b** Heatmaps of the 30,597 p63 binding sites (BSs) obtained from ChIPmentation in 80% of epiboly, 24 and 36 hpf stages (*n* = 2 biological replicates per stage). Peaks were clustered using *k*-means clustering, obtaining four groups: cluster a (*n* = 656), cluster b (*n* = 3,956), cluster c (*n* = 3,801) and cluster d (*n* = 22,184). Average profiles of cluster b, which was used as the group of early p63 BSs, and cluster c, as late p63 BSs, are shown on top. **c** Top-10 enrichment of WT expression patterns of the genes corresponding to early (top) and late (bottom) p63 BSs. The -log_10_ of *p*-value for each term is shown. **d** Motif enrichment analysis of the early (top) and late (bottom) p63 BSs. Five representative motifs of the top-10 were chosen. Motif logos are represented with their position in the top-10, the transcription factor (TF) name and the enrichment *p*-value in a color scale. **e** Heatmaps of the early (top) and late (bottom) p63 BSs clustered according to chromatin marks H3K4me3, H3K4me1 and H3K27ac in 80% of epiboly and 24 hpf. Peaks were clustered using *k*-means clustering, obtaining three sub-clusters per each group: b1 (*n* = 875), b2 (*n* = 912), b3 (*n* = 2,169), c1 (*n* = 396), c2 (*n* = 330) and c3 (*n* = 3,075). **f** Box plots showing the distance of the peak sub-clusters from (**e**) to the transcription start sites (TSS) of the nearby genes. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range. Source data are provided as a Source Data file. **g** Motif enrichment analyses of the peak sub-clusters from (**e**) representing the most enriched motif in each one, their motif logos, percentage of peaks containing the motif and associated enrichment *p*-value. See also Supplementary Fig. 1

Next, we performed motif enrichment analyses in clusters b and c. The p63 motif was highly enriched in both clusters, validating the ChIP-seq experiment and peak calling analyses (Fig. 2d, Supplementary Fig. 1), together with other motifs of the p53 family (i.e., p53, p73). Motifs of already known partners of p63 were found in the early BSs, like GATA family^36^ or AP2 family^37^ members, but surprisingly also motifs of the Sox family, such as Sox3 and Sox2, which are well known pro-neural TFs. In the late BSs, we found members of the TEAD family, which have a role in the maintenance of epidermal progenitors^38,39^ (Fig. 2d, Supplementary Fig. 1). This temporal segregation of p63 partners suggests a sequential switching of the p63 genetic network during development by regulation of different sets of BSs.

We wondered whether epigenomic features could help to functionally catalog dynamic p63 BSs. Therefore, we clustered early and late BSs according to already available epigenomic marks (H3K4me3, H3K4me1 and H3K27ac) in 80% of epiboly and 24 hpf. This clustering produced different groups of peaks corresponding mainly to promoters, with high signal of all the three epigenomic marks (clusters b1 and c1), and enhancers, enriched in H3K4me1 and H3K27ac signals, but not in H3K4me3 (clusters b2, b3, c2 and c3) (Fig. 2e, f, Supplementary Fig. 1). Motif enrichment analyses in these sub-clusters revealed the p63 motif as the most enriched one in all of them, except for cluster b2, in which the most enriched motif was Sox3 (Fig. 2g, Supplementary Fig. 1). This TF is known to be essential for the establishment of neural fate^40,41^, opposite to the p63 function in the developing embryo. Interestingly, cluster b2 represents early enhancers that are already active in dome stage (blastula, 4.3 hpf) (Supplementary Fig. 1) and are also enriched in motifs of other Sox family members and pluripotency factors (Supplementary Fig. 1), suggesting that these enhancers are required for the transition from pluripotency to neural fate. This data, the low proportion of BSs showing the p63 motif in this cluster (11.5%; Supplementary Fig. 1) and the enrichment of neural plate genes associated with early BSs (Fig. 2c), prompted us to explore a possible interaction between p63 and Sox3 that could be important to regulate cell fate during ectoderm specification.

### p63 and Sox3 bind common sites associated to neural genes

p63 has been shown to co-bind common BSs with Sox2 in cancer cells, where they physically interact^42,43^. Moreover, both Sox2 and Sox3 bind the same DNA sequence in vitro^44^ and can substitute for each other during embryonic development^45^. To assess whether p63 and Sox3 share some BSs in zebrafish embryos, we performed ChIPmentation assays for Sox3 in the same developmental stages and compared binding profiles of Sox3 versus p63. Interestingly, a strong overlap was found between both TF BSs, with 18,009 common BSs across the three stages (22.4% of total p63 or Sox3 BSs; Fig. 3a), suggesting that p63 and Sox3 might co-regulate a subset of common BSs. In agreement with the results mentioned above, these overlapping ChIP-seq peaks showed stronger p63 binding at the early stage (Supplementary Fig. 2a) and were specifically associated to genes enriched in neural plate expression (Fig. 3b, Supplementary Fig. 2b), suggesting that both TFs may cooperate in neural plate gene-associated enhancers.

**Fig. 3:**
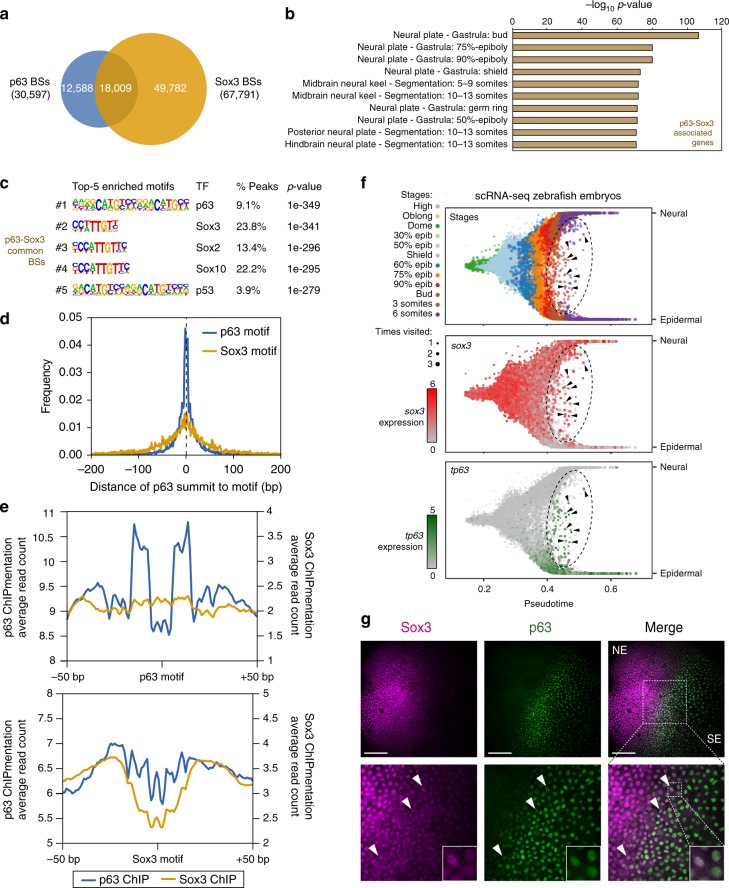
p63 and Sox3 binding to chromatin and co-expression at the neural plate border. **a** Venn diagram showing the overlap between p63 and Sox3 peaks from ChIPmentation in 80% of epiboly, 24 hpf and 36 hpf embryos (*n* = 2 biological replicates per stage). **b** Top-10 enrichment of WT expression patterns of the genes associated to the common peaks from (**a**). The -log_10_ p-value for each term is shown. **c** Motif enrichment analysis of the common peaks from (**a**). Top-5 motifs are represented with their motif logos, TF name, percentage of peaks containing the motif and enrichment *p*-value. **d** Distribution of distances from the p63 ChIP-seq summits to either the p63 or Sox3 motifs in total p63 peaks containing the p63 motif (*n* = 7,904) or in common peaks containing the Sox3 motif (*n* = 4,286), respectively, within a 400-bp window centered in the motifs. **e** Footprint analysis of p63 and Sox3 binding to their motifs. Average read counts of Tn5 cutting sites for p63 or Sox3 ChIPmentation signal are plotted centered in either the p63 or Sox3 motifs within a 100-bp window. For p63 signal over p63 motif, total p63 BSs containing the p63 motif (*n* = 7,904) were used. For Sox3 signal over Sox3 motif, total Sox3 BSs containing the Sox3 motif (*n* = 20,817) were used. For p63 signal over Sox3 motif and viceversa, common BSs containing the Sox3 (*n* = 4,286) or the p63 motif (*n* = 1,645), respectively, were used. **f** Branchpoint plots of the ectoderm development from scRNA-seq data in zebrafish early development^46^ showing pseudotime (*x*-axis) and random walk visitation preference from the neural to the epidermal domains (*y*-axis). Top, cells colored by developmental stage. Middle and bottom, gene expression of *sox3* and *tp63* in red and green, respectively. An ellipse marks the intermediate region between both domains. Arrowheads point to individual cells co-expressing both genes in this intermediate region. **g** Double whole-mount embryo immunofluorescence of Sox3 (magenta) and p63 (green) in the neural plate border of bud embryos. Arrowheads point to representative nuclei showing co-expression of both markers. NE neuroectoderm, SE surface ectoderm. Scale bars represent 100 µm. See also Supplementary Fig. 2

Motif enrichment analysis of these common BSs showed that the most enriched motifs were those of p63 and Sox3, although the percentage of peaks showing the p63 motif was very low (Fig. 3c). This suggests that p63 could be binding these sites either by direct binding to a different motif or by interaction with another factor, as could be the case of the Sox3 motif or Sox3 itself. In order to address this question, we analyzed the distribution of distances between the p63 peaks summits (where the TF is presumably located) to the center of the Sox3 motif at common BSs showing that motif. As a positive control, we compared them with the distances of the p63 summits to the p63 motif in all p63 BSs containing it. Figure 3d shows that p63 summits are indeed centered on the Sox3 motif in these common BSs, suggesting that p63 binds to the Sox3 motif rather than near the Sox3 motif.

To further investigate this possibility, we re-analyzed our ChIPmentation data as standard ATAC-seq data, i.e., mapping the precise Tn5 cutting sites. This allowed us to analyze the average footprints generated by p63 and Sox3 binding to their motifs in different sets of peaks. Indeed, we found that both p63 and Sox3 binding to their respective motifs resulted in a characteristic footprint different to each other (Fig. 3e). Strikingly, plotting the p63 ChIPmentation signal over the Sox3 motif at common BSs revealed a footprint that was weaker but similar to that of Sox3, while Sox3 binding around the p63 motif did not result in any distinguishable footprint (Fig. 3e). These results reinforce the idea that p63 binds to the Sox3 motif in the BSs shared by both TFs. Although a direct binding of p63 to the Sox3 motif cannot be discarded, the difference with the footprint generated by p63 over its own motif suggests that p63 binding to Sox3 motif could occur through interaction with Sox3, which would act as a docking site for p63 at these sites. This hypothesis is also supported by the fact that p63 and Sox2, which is functionally very similar to Sox3, bind a subset of common BSs and physically interact in cancer cells^42–45^.

### p63 and Sox3 are co-expressed at the neural plate border

The genes encoding p63 and Sox3 are expressed in principle in different domains of the developing embryo. During early embryo development, published single-cell RNA-seq (scRNA-seq) data in zebrafish^46^ show that *tp63* is expressed at low levels until 60% of epiboly stage (7 hpf), in which the number of cells showing high *tp63* expression increases and remains higher later on, at least until 30 hpf^12^ (Supplementary Fig. 2c). In contrast, *sox3* is highly expressed from very early stages (high stage; 3.3 hpf) and the number of cells showing high expression decreases from 75% of epiboly stage (8 hpf).

The footprint analysis of p63 binding to Sox3 motif suggests that p63 and Sox3 could interact, which would imply that both TFs have to be co-expressed. To check whether there is a population of cells co-expressing them, we first analyzed the scRNA-seq mentioned above^46^ to observe the overlaid expression of *tp63* and *sox3* during early development. Analysis of the expression patterns of *sox3* and *tp63* genes showed that, whereas *sox3* expression level was higher in the neuroectoderm and neurogenic placodes branches, *tp63* expression was more restricted to the surface ectoderm (Supplementary Fig. 2d), as expected. Interestingly, when we analyzed specifically the bifurcation between the neural and epidermal branches, we found preferential expression of *sox3* in the neural branch and of *tp63* in the epidermal one, with a population of intermediate cells co-expressing both genes (Fig. 3f).

To confirm this observation at the protein level, we performed double immunofluorescence assays using specific antibodies against p63 and Sox3 in bud stage zebrafish embryos (10 hpf), when ectoderm tissue is being specified. As expected, we observed expression of Sox3 in the neuroectoderm and expression of p63 in the surface ectoderm domains, but also a population of cells in the neural plate border expressing both TFs (Fig. 3g). These results demonstrate that Sox3 and p63 are co-expressed in the neural plate border of zebrafish embryos during early development, where they could be defining the boundary between neuroectoderm and surface ectoderm territories.

### p63 regulates neural expression by limiting Sox3 binding

In order to assess whether p63 loss affected Sox3 binding, we took advantage of our *tp63*^*−/−*^ mutant and performed ChIPmentation of Sox3 in 36 hpf-embryos, the earliest stage where the mutant phenotype becomes distinguishable (Supplementary Fig. 3a). Differential Sox3 binding analyses of 147,588 Sox3 BSs between WT and mutant embryos revealed 2,976 up-regulated and 941 down-regulated peaks (Fig. 4a, b), suggesting a more prominent role of p63 down-regulating Sox3 BSs. 42% of the up-regulated Sox3 BSs in *tp63*^*−/−*^ mutant overlapped with p63 BSs in WT embryos, but neither of them showed enrichment of the p63 motif (Supplementary Fig. 3b-d). Interestingly, early p63 BSs from our clustering analysis (Fig. 2b) showed enhanced Sox3 signal in the absence of p63, while late p63 BSs did not (Supplementary Fig. 3e), indicating that p63 limits Sox3 binding at early sites enriched in the Sox3 motif. It is worth noting that there is not a detectable change in *sox3* expression in *tp63*^*−/−*^ mutant embryos (Fig. 4c), suggesting that p63-dependent inhibition of Sox3 binding might occur by impeding directly or indirectly that binding.

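The sox3 transcript was taken as ENSDART00000075617.4, since its normalized counts differed by at most 0.502 from those the paper's source data give for sox3 in each of the 6 samples, while the next closest of the 58549 transcripts differed by up to 829. With DESeq2's size factors, the transcript had 8992 ± 1029 normalized counts (SD, n = 3) in WT and 7461 ± 706 (SD, n = 3) in tp63 mutants. Its log2 CPM was 6.84 ± 0.15 (SD, n = 3) in WT and 6.57 ± 0.13 (SD, n = 3) in mutants. The log2 fold change was -0.27 (standard error 0.18, unadjusted p = 0.153 and adjusted p = 0.662 from edgeR's quasi-likelihood test). With the replicate number as a block it was -0.27 (standard error 0.15, unadjusted p = 0.0983 and adjusted p = 0.349 from edgeR's test). Each of the 3 mutant samples had a lower log2 CPM than each of the 3 WT samples (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). When each sample was left out in turn, the log2 fold change lay between -0.34 and -0.18.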

**Fig. 4:**
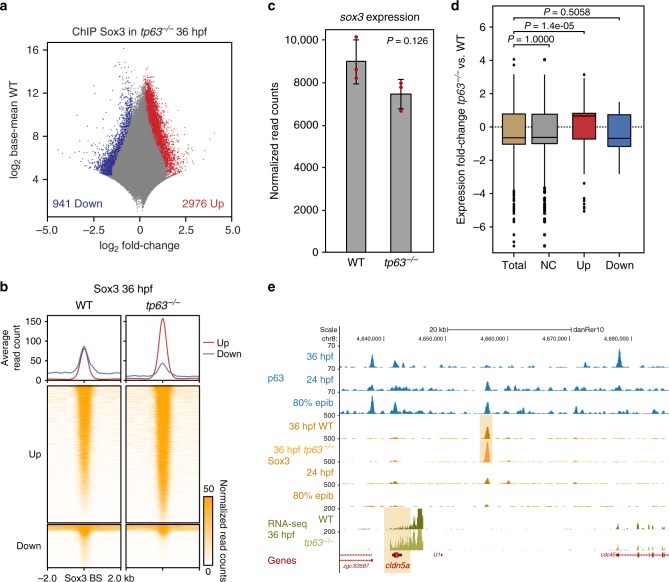
p63 regulates Sox3 binding to neural enhancers and the neural program. **a** Differential analysis of Sox3 binding between WT and *tp63*^*−/−*^ at 36 hpf, calculated in a set of 147,588 Sox3 BSs (FDR < 0.05) from ChIPmentation (*n* = 2 biological replicates per condition). The log_2_ base mean Sox3 binding levels in the WT versus the log_2_ fold-change of expression are plotted. Peaks showing a statistically significant differential expression (*p* < 0.01) are highlighted in blue (downregulated) or red (upregulated). **b** Heatmaps and average profiles of the Sox3 BSs at 36 hpf from (**a**) in WT and *tp63*^*−/−*^ embryos. Peaks were separated according to the differential analysis in up-regulated (Up; n = 2,976) or down-regulated (Down; *n* = 941) in *tp63*^*−/−*^ mutant compared to WT. **c** Bar plot with the mean expression of *sox3* gene in WT vs. *tp63*^*−/−*^ embryos at 36 hpf as measured by RNA-seq (*n* = 3, for each condition). Error bars represent s.d. Individual values are shown as red dots. Non-corrected *p*-value from the differential expression analysis is shown. **d** Box plots showing the expression fold-change in *tp63*^*−/−*^ embryos of the transcripts associated to Up- (*n* = 222), Down-regulated (*n* = 75) and not changed (NC; *n* = 1,255) Sox3 BSs from (**a**) compared to the total de-regulated transcripts (*n* = 2,344) in that mutant. Center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range; points, outliers. Statistical significance was assessed using the Wilcoxon’s rank sum test. For (**c**) and (**d**), source data are provided as a Source Data file. **e** Genome tracks of p63 ChIP-seq, Sox3 ChIP-seq, and RNA-seq in the indicated developmental stages showing signal intensities in a region of chromosome 8. An up-regulated Sox3 BS in *tp63*^*−/−*^ mutant and the associated up-regulated gene (*cldn5a*) are highlighted in light orange. The Genes track represents ENSEMBL annotated genes. See also Supplementary Fig. 3

To check whether up-regulation of Sox3 BSs in the absence of p63 leads to changes in gene expression, we analyzed the subsets of genes de-regulated in *tp63*^*−/−*^ mutant (Fig. 1c) that were also associated to up-, down-regulated or not-changed Sox3 BSs. 

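The paper's source data list 222 de-regulated transcripts associated to up-regulated Sox3 BSs, 75 associated to down-regulated Sox3 BSs and 1255 associated to not-changed Sox3 BSs, out of 2344 de-regulated transcripts. All 222 and all 75 are also among the 1255, and 22 transcripts are in both of the smaller lists. Of the 2344 transcripts, 2308 passed the filter on low counts, and their log2 fold changes in edgeR are used here. The lists were chosen from the same 6 samples, and none of the 2308 transcripts had an absolute log2 fold change below 0.51, so a median mainly follows the share of transcripts that rose. BSs were assigned to genes, and transcripts that share a gene or reads are not independent. The tests below do not take this into account, so their p-values can be too small. The median log2 fold change over all 2308 transcripts was -0.71. Among the 221 tested transcripts associated to up-regulated Sox3 BSs, 138 rose and 83 fell, and the median was 0.71, which was 1.42 above that of all de-regulated transcripts (two-sided permutation p = 1e-05 from 100000 random draws of as many transcripts, the smallest p these draws can give). When each sample was left out in turn, the difference for up-regulated Sox3 BSs lay between 0.91, without tp63 mutant replicate 2, and 1.70. The permutation p-values of these fits ran from 1e-05 to 0.00016. Of the 75 transcripts associated to down-regulated Sox3 BSs, 29 rose and 46 fell, with a median of -0.74 that differed by -0.04 from that of all de-regulated transcripts (permutation p = 0.696). For the 1249 tested transcripts associated to not-changed Sox3 BSs, of which 536 rose, the median was -0.67, a difference of 0.04 (permutation p = 0.0345), and with a two-sided Wilcoxon rank sum test in place of the draws the p was 0.215. The rank sum test treats the list and all de-regulated transcripts as separate groups, although the latter contain the list, so its p is not exact. With the replicate number as a block, the differences from all de-regulated transcripts were 1.45 (permutation p = 1e-05) for up-regulated, -0.04 (p = 0.671) for down-regulated and 0.03 (p = 0.0948) for not-changed Sox3 BSs. Only 33 of the 221 transcripts associated to up-regulated Sox3 BSs passed the threshold in the fit without a block, and over those that did the difference was 0.26 (permutation p = 0.419), while over the 312 such transcripts associated to not-changed Sox3 BSs it was 0.25 (permutation p = 0.00077). With the block, 169 of the 221 passed the threshold, and over the transcripts that did, a restriction chosen after seeing the data, the difference was 1.56 (permutation p = 2e-05) for up-regulated and 0.0225 (permutation p = 0.21) for not-changed Sox3 BSs.

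**Figure D2:**
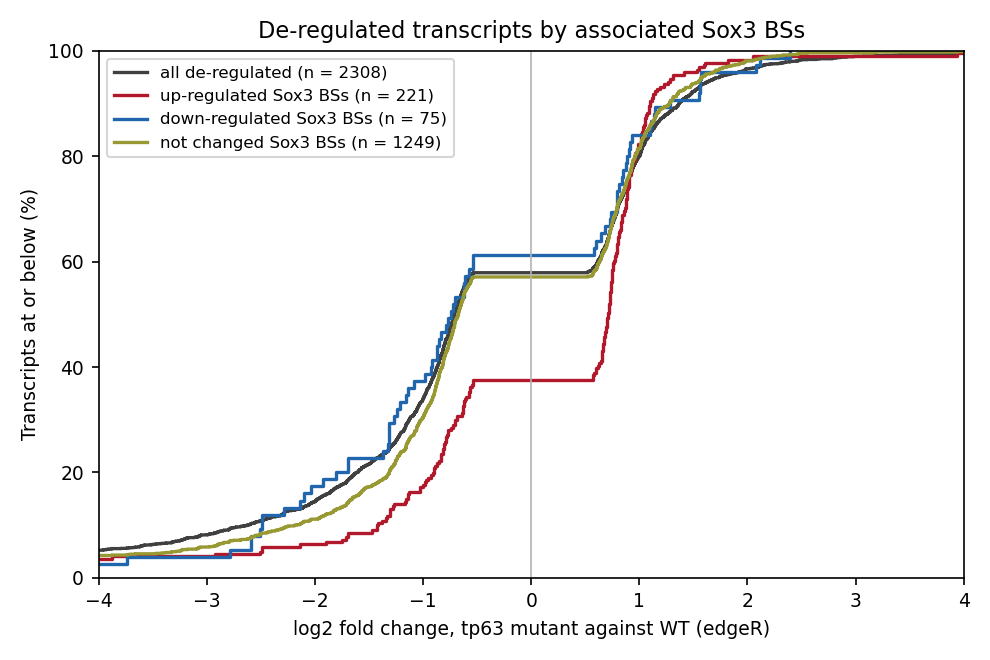
Cumulative percentage of de-regulated transcripts (vertical axis) at or below each log2 fold change of tp63 mutants against WT in edgeR (horizontal axis, shown from -4 to 4), for all 2308 transcripts and for those associated to up-regulated, down-regulated and not-changed Sox3 BSs. At a log2 fold change of 0 the curve for up-regulated Sox3 BSs stands at 37.6%, against 57.9% for all de-regulated transcripts, and each curve is flat around 0 because the lists hold de-regulated transcripts only.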

Strikingly, we found that the expression levels of genes associated to up-regulated Sox3 BSs were also up-regulated in average in *tp63*^*−/−*^ mutants, while the expression of genes associated to down-regulated or not-changed BSs showed no significant changes compared to all genes (Fig. 4d, e). This suggests that p63 controls the expression of neural genes by regulating Sox3 binding at the nearby enhancers.

### P63 binds to epidermal enhancers before chromatin opening

Taking into account that p63 is considered a lineage-determining TF and that a role in regulating chromatin accessibility in epidermal cells has been previously shown^14,16,18^, we wondered whether p63 had the same role in our whole-embryo model. To address this, we compared p63 BSs to ATAC-seq data in 80% of epiboly and 24 hpf zebrafish embryos. We called p63 and ATAC-seq peaks in both stages, obtaining a total of 22,583 peaks, and divided them into groups containing a p63 peak, an ATAC-seq peak or both. Then, we plotted the peaks in an alluvial plot to easily visualize transitions between groups across stages (Fig. 5a), excluding the two small groups 2 and 3. Among the different transitions, we noted that the 1,284 peaks of group 4 were characterized by a very low accessibility at 80% of epiboly that became higher at 24 hpf, combined with high p63 binding in both stages (Fig. 5b, Supplementary Fig. 4a). This suggests that p63 could be acting as a pioneer TF in these regions. Pioneer TFs are able to engage non-accessible sites at condensed chromatin (i.e., closed chromatin) and open them later on in a sequential process, displacing nucleosomes to allow binding of non-pioneer TFs or other proteins^25–28^. Since p63 binds to closed chromatin at 80% of epiboly stage that becomes open at 24 hpf, we will thereafter refer to group 4 as pioneered BSs. Note that group 1 of peaks, representing sites bound by p63 in both stages but without being detected as statistically significant ATAC peaks in neither of them, also shows a weak increase in chromatin opening at 24 hpf (Fig. 5a, b), suggesting that it could represent also sites pioneered by p63 in low abundant cell types. Interestingly, the related TF p53 has been described to have pioneer activity^24^, and this is likely to be the case for p63 as well.

**Fig. 5:**
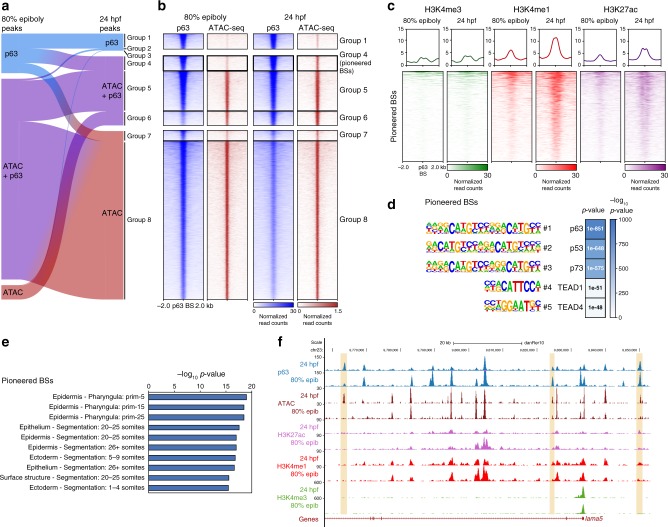
p63 binding to epidermal enhancers precedes chromatin opening. **a** Alluvial plot showing the transition between 80% of epiboly and 24 hpf stages of the 22,583 peaks showing p63 binding (blue), chromatin accessibility (ATAC; red) or both (purple). Peaks showing no p63 binding in any of the two analyzed developmental stages were not considered. The transitions lead to eight groups of p63 BSs: group 1 (*n* = 332 peaks), group 2 (*n* = 145 peaks), group 3 (*n* = 43 peaks), group 4 (*n* = 1,284 peaks), group 5 (*n* = 3,619 peaks), group 6 (*n* = 1,227 peaks), group 7 (*n* = 896 peaks) and group 8 (*n* = 14,037). **b** Heatmaps of p63 and ATAC-seq signal in 80% of epiboly and 24 hpf stages for the groups resulting from the alluvial plot transitions in (**a**). Groups 2 and 3 were omitted due to their small number of peaks. **c** Heatmaps and average profiles of H3K4me3, H3K4me1 and H3K27ac in 80% of epiboly and 24 hpf for the group 4 of peaks from (**a**) (pioneered p63 BSs). **d** Motif enrichment analysis of the pioneered p63 BSs. The top-5 motifs are represented with their motif logos, position in the top-5, the TF name and the enrichment *p*-value in a color scale. **e** Top-10 enrichment of WT expression patterns for the genes corresponding to the pioneered p63 BSs. The -log_10_ of *p*-value for each term is shown. **f** Genome tracks of p63 ChIP-seq, ATAC-seq, H3K27ac, H3K4me1, and H3K4me3 in the indicated developmental stages showing signal intensities in a region of chromosome 23. Pioneered p63 BSs associated to the epidermis-expressed gene *lama5* are highlighted in light orange. The Genes track represents ENSEMBL annotated genes. See also Supplementary Fig. 4

Epigenomic marks of chromatin activation were consistent with chromatin opening of pioneered BSs, being more active at 24 hpf (Fig. 5c, Supplementary Fig. 5a–c), and motif enrichment analysis of these BSs showed that the p63 consensus sequence was the most enriched motif in this group (Fig. 5d). Furthermore, the genes associated to pioneered BSs were preferentially expressed in the epidermis or related tissues, as is the case of *lama5* (Fig. 5e, f), suggesting that p63 pioneer function may be specific for epidermal gene-associated enhancers. Note that other groups of peaks from the alluvial analyses did not fit these criteria, except for the group 1 that showed similar features to pioneered BSs (Supplementary Fig. 4b–c and 5a–c). Altogether, our results suggest that p63 may be acting as a pioneer TF over a subset of enhancers associated to epidermal genes.

### Pioneer function of p63 promotes epidermal expression

A pioneer function of p63 over epidermal gene-associated enhancers would imply that the lack of p63 impairs its opening. Indeed, a dependency on p63 for the opening of epidermal gene-associated regulatory regions was recently seen in keratinocytes and embryonic skin^14,16^. To test this hypothesis in our whole embryo model, we performed ATAC-seq assays in *tp63*^*−/−*^ embryos at 8 somites stage, soon after ectoderm-derived tissues are specified, and also at 36 hpf, a stage in which neural and epidermal tissues are already formed (Fig. 6a and Supplementary Fig. 5d, e). Comparison of the average chromatin opening at pioneered BSs revealed a decreased ATAC-seq signal in *tp63*^*−/−*^ mutant compared with control embryos (Fig. 6a). This difference was higher in 8 somites than in 36 hpf stage (Supplementary Fig. 5e), probably due to the dilution of the cell population in a more complex embryo. Importantly, the reduction of ATAC-seq signal in *tp63*^*−/−*^ mutant was specific of pioneered BSs, although a decrease was also observed in the group 1 of pioneered-like BSs (Fig. 6a). Therefore, these results indicate that p63 is required for the proper establishment of chromatin accessibility in epidermal gene-associated enhancers.

**Fig. 6:**
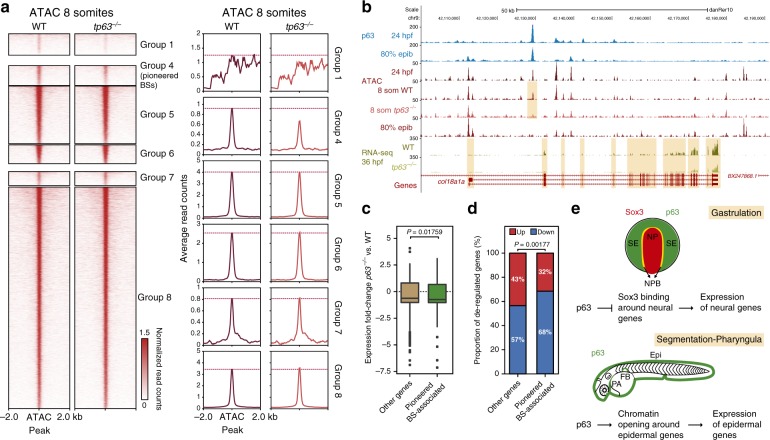
p63 acts as a pioneer TF to promote epidermal gene expression. **a** Heatmaps (left) and average profiles (right) of ATAC-seq signal from WT and *tp63*^*−/−*^ embryos in 8 somites stage (*n* = 2 biological replicates per condition) for the groups resulting from the alluvial plot transitions from Fig. 5a. A dotted red line represents the WT profile peak in each stage. Groups 2 and 3 were omitted from the analyses due to their small number of peaks. **b** Genome tracks of p63 ChIP-seq, ATAC-seq and RNA-seq in the indicated developmental stages showing signal intensities in a region of chromosome 9. A down-regulated ATAC-seq peak in *tp63*^*−/−*^ mutant and the associated down-regulated gene (*col18a1a*) are highlighted in light orange. The Genes track represents ENSEMBL annotated genes. **c** Box plots showing the expression fold-change in *tp63*^*−/−*^ embryos of the transcripts associated to group 4 ATAC-seq peaks (*n* = 227) compared to the remaining de-regulated transcripts in that mutant (*n* = 2,117). Center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range; points, outliers. Statistical significance was assessed using the Wilcoxon’s rank sum test. Source data are provided as a Source Data file. **d** Proportion of up- and down-regulated transcripts in *tp63*^*−/−*^ embryos associated to ATAC-seq peaks from group 4 compared to the remaining de-regulated transcripts in that mutant. Statistical significance was assessed using the Fisher’s exact test. **e** Model proposed to illustrate the dual role of p63 during ectoderm specification. During gastrulation (top), p63 prevents Sox3 binding to enhancers associated to neural genes probably in the neural plate border, where they are co-expressed, resulting in the inhibition of neural expression. During segmentation and pharyngula (bottom), non-accessible chromatin at enhancers associated to epidermal genes and bound by p63 during gastrulation becomes open, triggering an epidermal transcriptomic program that results in the differentiation of epidermis and related structures. NP neural plate, SE surface ectoderm, NPB neural plate border, Epi epidermis, FB fin bud, PA pharyngeal arches. See also Supplementary Fig. 5

Then we wondered whether this impairment in chromatin opening had any consequence in the expression of associated genes. We observed particular cases in which pioneered p63 BSs down-regulated in *tp63*^*−/−*^ mutant appeared near epidermal-expressing genes, such as *col18a1a* (Fig. 6b). To test this globally, we compared the fold-change expression of de-regulated genes in *tp63*^*−/−*^ mutant associated to pioneered BSs with the rest of de-regulated genes in that mutant. 

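Of the 227 de-regulated transcripts that the paper's source data associate to pioneered BSs, 226 passed the filter on low counts, as did 2082 of the other 2117. The median log2 fold change in tp63 mutants was -0.84 for the pioneered BS-associated transcripts and -0.70 for the others, a difference of -0.15 (two-sided permutation test with 100000 resamples, p = 0.0179). Transcripts that share a gene or reads are not independent, which the permutations do not take into account. The quartiles were -1.24 and 0.72 for the pioneered BS-associated transcripts and -1.30 and 0.91 for the others, so the distributions overlapped over most of their range. With the replicate number as a block, the difference was -0.16 (permutation p = 0.0116). When each sample was left out in turn, it lay between -0.22 and -0.09, with permutation p-values from 0.016 to 0.155. Restricted to the 64 pioneered BS-associated and 550 other transcripts that passed the threshold in the fit without a block, the difference changed sign to 0.55 (permutation p = 0.035). This restriction selects transcripts by the same fold changes that are compared, and the pioneered BS-associated transcripts had a higher expression, with a median of 2.60 for the mean log2 CPM against 1.59 for the others. With the block, 197 pioneered BS-associated and 1765 other transcripts passed the threshold, and over these, a restriction chosen after seeing the data, the difference was -0.12 (permutation p = 0.0691).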

Importantly, pioneered BS-associated genes tended to be down-regulated, following the general trend of p63-dependent genes, but this down-regulation was even higher (Fig. 6c). Furthermore, the proportion of down-regulated genes was significantly higher for pioneered BS-associated genes than for the rest of genes, switching from a 57 to a 68% of de-regulated genes (Fig. 6d). 

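In the edgeR fit, 154 of the 226 tested pioneered BS-associated transcripts (68.1%) and 1182 of the 2082 others (56.8%) had a negative log2 fold change, a difference of 11.4 percentage points (two-sided Fisher's exact test, p = 0.00107). Fisher's exact test counts each transcript as independent, although transcripts can share a gene or reads. With the replicate number as a block the numbers were unchanged, since no transcript changed its direction. All 2308 tested transcripts had the paper's direction in both fits. The paper chose these transcripts as de-regulated from the same 6 samples, so their directions were largely set beforehand. The shares in these fits are therefore not an independent check of the paper's shares. The difference lay between 10.9 and 12.1 percentage points in the 6 fits that each left out one sample. Over the transcripts that also passed the threshold in the fit without a block, it was 6.88 percentage points (Fisher's exact test, p = 0.219), and over those that passed it with the block, chosen after seeing the data, it was 12.8 percentage points (Fisher's exact test, p = 0.000531).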

Altogether, our results indicate that p63 plays a role as a pioneer TF specifically over epidermal gene-associated enhancers, promoting the expression of epidermal genes.

According to our data, we propose a model in which p63 plays a dual role in vivo during ectoderm specification, with two distinct functions that are temporally, spatially and mechanistically separated (Fig. 6e). During gastrulation, p63 prevents Sox3 binding to early enhancers in the neural plate border, leading to the repression of the neural transcriptomic program. This interaction may limit the expansion of the neural plate into the epidermal domains and promote epidermal specification. On the other hand, p63 binds to non-accessible chromatin at enhancers associated to epidermal genes, promoting their opening by a pioneer function and activating the epidermal transcriptomic program during epidermis differentiation at segmentation and pharyngula stages. The dual role proposed is consistent with previous reports that show activation of the epidermal lineage genetic program by p63 in different systems through chromatin opening^1,14,16,18^, and neural expansion during early development for down-regulation of p63 in different animal models^11,31^. Further work will be necessary to understand the molecular mechanisms by which p63 inhibits DNA binding of neural TFs, as Sox3, to neural gene-associated enhancers, as well as the specific role of p63 partners, as AP2, GATA or TEAD family members, during epidermal commitment.

## Methods

### Animal experimentation

Wild-type AB/Tübingen zebrafish strains were maintained and bred under standard conditions. All experiments involving animals conform national and European Community standards for the use of animals in experimentation and were approved by the Ethical Committees from the University Pablo de Olavide, CSIC and the Andalusian government.

### CRISPR-Cas9 genomic edition

CRISPR target site to mutate the *tp63* gene was identified using the CRISPRscan online tool^47,48^. A small guide RNA (sgRNA) targeting the exon 3 of the *∆Np63* variants (exons 5 or 6 of *TAp63* variants) was used with the following target sequence: 5′-GCC CGT ATG ACT GCA CCC TGG GG-3′. The template DNA for sgRNA transcription was generated by PCR using primers sgRNA_tp63_exon3 and sgRNA_universal (Supplementary Table 1) with Phusion DNA polymerase (Thermo Fisher Scientific). sgRNA was in vitro transcribed using the HiScribe T7 Quick High Yield RNA synthesis kit (NEB) using 75 ng of template, treated with DNase I (NEB) and purified using the RNA Clean and Concentrator kit (Zymo Research).

One-cell stage zebrafish embryos were co-injected with 2–3 nL of a solution containing 300 ng/µL Cas9 protein and 20 ng/µL sgRNA, pre-incubated during 10 min on ice. The CRISPR-Cas9 genomic edition generated a deletion of 4 bp (5′-GTGC-3′; mutation *tp63∆4*) resulting in a premature STOP codon in the same exon. For screening of the edited genome, genomic DNA was obtained by incubating the samples (whole embryos or adult caudal fin fragments) in TE buffer supplemented with 5% Chelex-100 (BioRad) and 10 µg/mL Proteinase K (Roche) for 1 h (embryos) or 4 h (fins) at 55 °C and 10 min at 95 °C, and then stored at 4 °C. One microliter of the supernatant was used as a template for standard 25-µL PCR reactions using primers tp63-ex3-Fw and tp63-ex3-Rv (Supplementary Table 1). The resulting 338-bp (334-bp for *tp63∆4* alleles) amplicons were digested with *Pas*I restriction enzyme, since the 4-bp deletion resulted in loss of the *Pas*I site and consequently the enzyme digestion generates 260 and 78-bp bands in WT alleles and a single undigested 334-bp band in *tp63∆4* alleles. The *tp63∆4* mutation is stably maintained in heterozygosis with no apparent phenotypes, as homozygous mutants are embryonic lethal (<3 days).

### Whole-mount embryo immunostaining

For immunostaining, embryos were fixed overnight at 4 °C with 4% paraformaldehyde, washed in PBT (PBS supplemented with 0.2% Triton-X100) and blocked in this solution with 2% goat serum and 2 mg/mL BSA for 1 h at RT. Then, they were incubated overnight at 4 °C with primary antibody. Primary polyclonal antibodies were anti-Tp63 (used 1:100 dilution, GTX124660 GeneTex) for p63 immunohistochemistry, or anti-p63 (used 1:50 diltuion, 4A4 Abcam) and anti-Sox3 (used 1:100 dilution, GTX132494 GeneTex) for p63 and Sox3 immunofluorescence. After extensive washings with PBT, embryos were incubated overnight at 4 °C with anti-rabbit secondary antibodies conjugated with Hrp (used 1:500 dilution, NA934 Sigma Aldrich) for p63 immunohistochemistry, or goat anti-mouse conjugated with Alexa Fluor 488 (used 1:800 dilution, A28175 Invitrogen) or donkey anti-rabbit conjugated with Alexa Fluor 555 (used 1:500 dilution, A31572 Invitrogen) for p63 and Sox3 immunofluorescence, respectively. For immunohistochemistry, embryos were whole-mounted in agarose and imaged under a MZ-12 dissecting scope (Leica). For immunofluorescence, embryos were flat-mounted and imaged under an SP confocal microscope (Leica).

### Whole-mount embryo in situ hybridization

Antisense RNA probe against *tbx5a* gene was prepared from cDNA using digoxigenin (Boehringer Mannheim) as label. Zebrafish embryos were prepared, hybridized and stained using standard protocols^49^. Embryos at 36 hpf stage were fixed in 4% paraformaldehyde overnight, dehydrated in methanol and stored at −20 ^o^C. All solutions and reagents used were RNAse-free. The embryos were hydrated using decreasing amounts of methanol and finally in PBS-0.1% Tween. Then, they were treated with 10 µg/mL proteinase K for 10’ at room temperature and gently washed with PBS-0.1% Tween. In the pre-hybridization step, embryos were kept at 70^o^C in the hybridization buffer for at least 1 h. Then, the probe was diluted to 2 ng/µL in hybridization buffer and incubated overnight at 70 °C with movement. Pre-heated buffers with decreasing amounts of hybridization buffer (75, 50, 25, and 0%) in 2× SSC solution were used to wash embryos for 10’, plus a 30’ wash at 70^o^C with 0.05× SSC. Then, they were incubated with Blocking Buffer (PBS-0.1% Tween, 2% normal goat serum, 2 mg/mL bovine serum albumin [BSA]) for 1 h, and with antibody anti-digoxigenin (1:5000 in Blocking Buffer) for at least 2 h at room temperature. After this, embryos were washed six times with PBS-0.1% Tween at room temperature and then overnight at 4 ^o^C. Next day, embryos were washed once more with PBS-0.1% Tween and three times with fresh AP buffer (100 mM Tris-HCl pH 9.5, 50 mM MgCl_2_, 100 mM NaCl, 0.1% Tween), followed by signal revelation with NBT/BCIP solution (225 µg/mL NBT, 175 µg/mL BCIP) in multi-well plates in the dark. After tracking the developing signal, the revelation was stopped by washing with PBS-0.1% Tween and fixing with 4% paraformaldehyde. Imaging of the in situ hybridization signal was performed in MZ-12 dissecting scope (Leica).

### RNA-seq

For total RNA extraction, fifteen WT and fifteen *tp63*^*−/−*^ embryos in 36 hpf stage per experiment were collected, manually de-chorionated and suspended in TRIsure (Bioline) with chloroform. Precipitated RNA was then treated with TURBO DNA free kit (Invitrogen). In parallel, DNA was extracted to genotype pooled embryos. Three biological replicates were used for each analyzed line. Illumina libraries were constructed and sequenced in a BGISEQ-500 single-end lane producing around 50 M of 50-bp reads. Reads were aligned to the GRCz10 (danRer10) zebrafish genome assembly using STAR 2.5.3a^50^ and counted using the htseq-count tool from the HTSeq 0.8.0 toolkit^51^. Differential gene expression analysis was performed using the DESeq2 1.18.1 package in R 3.4.3^52^, setting a corrected *p* value < 0.05 as the cutoff for statistical significance of the differential expression. Enrichment of GO Biological Process term was calculated using David^53^, with a Bonferroni-corrected *p* value < 0.05 as statistical cutoff. Enrichment of wild-type zebrafish expression patterns was calculated by a custom script (Supplementary Software 1), using a two-tailed hypergeometric test with a Bonferroni-corrected *p* value < 0.05 as statistical cutoff.

### Single-cell RNA-seq data analyses

Single-cell RNA-seq data analyses from zebrafish embryos were performed over published data using the URD package^46^ in R 3.4.3. Developmental trajectories were calculated between the epidermal and neural branches of the ectoderm specification (69 and 70 nodes, respectively), considering as epidermal the tips 1 and 10, and as neural the tips 2, 8, 16, 19, 50, 56, and 59 (see ref. ^46^).

### ATAC-seq

ATAC-seq assays were performed using standard protocols^54,55^, with minor modifications. Briefly, pools of 5 WT or *tp63*^*−/−*^ mutant embryos at 36 hpf, or single 8 somites-stage zebrafish embryos coming from *tp63*^*+/−*^ parents, were manually de-chorionated. Yolk was dissolved with Ginzburg Ring Finger (55 mM NaCl, 1.8 mM KCl, 1.15 mM NaHCO_3_) by pippeting and shaking 5’ at 1,100 rpm. Deyolked embryos were collected by centrifugation for 5’ at 500 × *g* 4 °C. Supernatant was removed and embryos washed with PBS. Then, embryos were lysed in 50 µL of Lysis Buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, 1× Roche Complete protease inhibitors cocktail) by pippeting up and down. For 8-somites embryos, the whole cell lysate was used for the next step; for 36-hpf embryos, half of the sample was used to count the cell number in a Neubauer chamber with Hoechst staining, and about 75,000 cells were used. For TAGmentation, cells were centrifuged for 10’ at 500 g 4 °C and resuspended in 50 µL of the Transposition Reaction, containing 1.25 µL of Tn5 enzyme and TAGmentation Buffer (10 mM Tris-HCl pH 8.0, 5 mM MgCl2, 10 % w/v dimethylformamide), and incubated for 30’ at 37 °C. Immediately after TAGmentation, DNA was purified using the Minelute PCR Purification Kit (Qiagen), and eluted in 20 µL. Before library amplification, purified DNA was used to genotype 8-somites embryos (see above) and two WT and two *tp63*^*−/−*^ mutants were selected for deep sequencing. Libraries were generated by PCR amplification using NEBNext High-Fidelity 2X PCR Master Mix (NEB). The resulting library was multiplexed and sequenced in a HiSeq 4000 pair-end lane producing 100 M of 49-bp pair end reads, or in a NextSeq 500 pair-end lane producing 100 M of 51-bp pair end reads. ATAC-seq assays of 80% epiboly and 24 hpf embryos were previously reported^56–58^. Reads were aligned using the GRCz10 (danRer10) zebrafish genome assembly and those pairs separated by more than 2 Kb were removed. The Tn5 cutting site was determined as the position −4 (minus strand) or +5 (plus strand) from each read start, and this position was extended 5 bp in both directions. The IDR framework (idr 0.1 version) was used to obtain high confidence peaks based on replicate information, as previously described^58^. Reads were extended 100 bp only for visualization in the UCSC Genome Browser^59^.

For data comparison, all ATAC-seq experiments used (two replicates for each stage, including 8 somites and 36 hpf experiments, as well as previously published 80% epiboly and 24 hpf experiments) were normalized using reads falling into peaks to counteract differences in background levels between experiments and replicates. For this, peaks were first called for each experiment using the IDR framework (see above) and all peaks merged in a single file. Then, the number of reads falling into those peaks was determined for each experiment and the dataset with less reads into peaks was taken as a reference. Finally, the number of total random reads to be taken from each experiment was estimated considering the minimal number of reads into peaks to be taken and the percentage of reads into peaks of each one.

### ChIPmentation

ChIP-seq of p63 and Sox3 were performed by ChIPmentation, which incorporates Tn5-mediated TAGmentation of immunoprecipitated DNA^34^. Briefly, 3,000 zebrafish embryos in 80% epiboly stage or 1,000 in 24 or 36 hpf stages (120 embryos for Sox3 ChIP in *tp63*^*−/−*^ mutants) were dechorionated with 300 µg/mL pronase, fixed for 10 min in 1% paraformaldehyde (in 200 mM phosphate buffer) at RT, quenched for 5 min with 0.125 M glycine, washed in PBS and frozen at −80 °C. Fixed embryos were homogenized in 5 mL cell lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 0.3% NP-40, 1× Roche Complete protease inhibitors cocktail) (2 mL for ChIP in *tp63*^*−/−*^ mutants) with a Dounce Homogenizer on ice and centrifuged 5 min 2,300 × *g* at 4 °C. Pelleted nuclei were resuspended in 1,320 µL of nuclear lysis buffer (50 mM Tris-HCl pH 7.5, 10 mM EDTA, 1% SDS, 1× Roche Complete protease inhibitors cocktail) (333 µL for ChIP in *tp63*^*−/−*^ mutants), kept 5 min on ice and diluted with 2,680 µL of ChIP dilution buffer (16.7 mM Tris-HCl pH 7.5, 1.2 mM EDTA, 167 mM NaCl, 0.01% SDS, 1.1% Triton-X100) (667 µL for ChIP in *tp63*^*−/−*^ mutants). Then, chromatin was sonicated in a Covaris M220 sonicator (duty cycle 10%, PIP 75 W, 100 cycles/burst, 10 min) or in a Bioruptor 200 sonicator (High intensity, 30-s ON-30-s OFF, 15 min) and centrifuged 5 min 18,000 × *g* at 4 °C. The recovered supernatant, which contained soluble chromatin, was used for ChIP or frozen at −80 °C after checking the size of the sonicated chromatin. Six 200-µL aliquots of sonicated chromatin (four 250-µL aliquots for ChIP in *tp63*^*−/−*^ mutants) were used for each independent ChIP experiment, and each aliquot incubated with 2 µg of anti-p63 (GTX124660 GeneTex) or anti-Sox3 (GTX132494 GeneTex) antibodies and rotated overnight at 4 °C.

Next day, 20 µL of protein G Dynabeads (Invitrogen) per aliquot were washed twice with ChIP dilution buffer and resuspended in 50 µL/aliquot of the same solution. Immunoprecipitated chromatin was then incubated with washed beads for 1 h rotating at 4 °C and washed twice sequentially with wash buffer 1 (20 mM Tris-HCl pH 7.5, 2 mM EDTA, 150 mM NaCl, 1% SDS, 1% Triton-X100), wash buffer 2 (20 mM Tris-HCl pH 7.5, 2 mM EDTA, 500 mM NaCl, 0.1% SDS, 1% Triton-X100), wash buffer 3 (10 mM Tris-HCl pH 7.5, 1 mM EDTA, 250 mM LiCl, 1% NP-40, 1% Na-deoxycholate) and 10 mM Tris-HCl pH 8.0, using a cold magnet (Invitrogen). Then, beads were resuspended in 25 µL of TAGmentation reaction mix (10 mM Tris-HCl pH 8.0, 5 mM MgCl2, 10% w/v dimethylformamide), added 1 µL of Tn5 enzyme and incubated 1 min at 37 °C. TAGmentation reaction was put in the cold magnet and the supernatant discarded. Beads were washed twice again with wash buffer 1 and 1× TE, and eluted twice for 15 min in 100 µL of elution buffer (50 mM NaHCO3 pH 8.8, 1% SDS). The 200 µL of eluted chromatin per aliquot were then decrosslinked by adding 10 µL of 4 M NaCl and 1 µL of 10 mg/mL proteinase K and incubating at 65 °C for 6 h. DNA was purified using Minelute PCR Purification Kit (Qiagen), pooling all aliquots in a single column, and eluted in 20 µL.

Library preparation was performed as previously described for ATAC-seq^54,55^ (see above). Libraries were multiplexed and sequenced in a HiSeq 4000 pair-end lane producing around 20 M of 49-bp pair end reads. Reads were aligned to the GRCz10 (danRer10) zebrafish genome assembly using Bowtie^60^. Peaks were called using MACS2 algorithm^61^ with an FDR < 0.001. ChIP-seq of H3K4me3, H3K4me1 and H3K27ac were previously reported^62^. For data comparison, ChIP-seq experiments using the same antibody, two replicates of each stage, except for Sox3 in 80% epiboly and 24 hpf, were normalized by taking an equal number of random total reads, which were extended 300 bp for data visualization.

### ChIPmentation and ATAC-seq data analyses

Conversion of SAM alignment files to BAM was performed using Samtools^63^. Conversion of BAM to BED files, and peak analyses, such as overlaps or merges, were carried out using the Bedtools suite^64^. Conversion of BED to BigWig files was performed using the genomecov tool from Bedtools and the wigToBigWig utility from UCSC. Heatmaps and average profiles of ChIP-seq and ATAC-seq data were generated using computeMatrix, plotHeatmap and plotProfile tools from the Deeptools 2.0 toolkit^65^. Correlation analyses were performed using only the reads falling into peaks (*p* < 0.001) and empirically excluding peaks with abnormally high number of reads. *k*-means clustering was performed when required using Deeptools 2.0 or seqMiner^66^ (rank clustering method). Differential analysis of Sox3 peaks in WT versus *tp63*^*−/−*^ mutant was performed from the complete set of 147,588 peaks from the four experiments called with MACS2 (FDR < 0.05), using DESeq2 1.18.1 package^52^ in R 3.4.3. A corrected *p* value < 0.01 was set as the cutoff for statistical significance of the differential expression analysis. TF motif enrichment was calculated using the script FindMotifsGenome.pl from Homer software^67^, with standard parameters.

For the footprinting analysis, peaks containing the p63 or Sox3 motifs were obtained using the annotatePeaks.pl tool from Homer software. The Tn5 cutting sites were determined as the position −4 (minus strand) or +5 (plus strand) from each read start, and this position was extended 5 bp in both directions, as described above for ATAC-seq. Finally, average read counts around p63 or Sox3 motifs in a 100-bp window centered in the motifs were plotted.

For gene assignment to ChIP and ATAC peaks, coordinates were converted to Zv9 (danRer7) genome using the Liftover tool of the UCSC Genome Browser^59^ and assigned to genes using the GREAT tool^35^, with the basal plus extension association rule with standard parameters (5 Kb upstream, 1 Kb downstream, 1 Mb maximum extension). Enrichment of wild-type zebrafish expression patterns was calculated by GREAT with standard parameters (significant by both region-based binomial and gene-based hypergeometric test, FDR < 0.05).

### Statistical analyses

For comparison between expression fold-changes among multiple gene sets, the Kruskal–Wallis rank sum test was first used to test for differences among groups, followed by pairwise comparisons using a two-tailed Wilcoxon’s rank sum test. For comparison between expression levels of two gene sets, a two-tailed Wilcoxon’s rank sum test was used. In both cases, box plots represent: center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range; points, outliers. Statistical significance of contingency tables was assessed using the Fisher’s exact test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Software 1

Reporting Summary

Source Data

## Data Availability

ChIPmentation, ATAC-seq and RNA-seq data generated in this study are available through the Gene Expression Omnibus under accession code GSE123059. Public datasets used in this study are available from GEO: GSE32483 (ChIP-seq of histone modifications), GSE61065 (ATAC-seq 24 hpf) and GSE106428 (ATAC-seq 80% of epiboly). The source data underlying Figs. 1d, 2f, 4c, 4d and 6c are provided as a Source Data File.

# Supplementary material for: Pioneer and repressive functions of p63 during zebrafish embryonic ectoderm specification
**Source:** Nat Commun. 2019 Jul 11;10:3049. doi: 10.1038/s41467-019-11121-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Pioneer and repressive functions of p63 during zebrafish embryonic ectoderm specification**

Santos-Pereira et al.

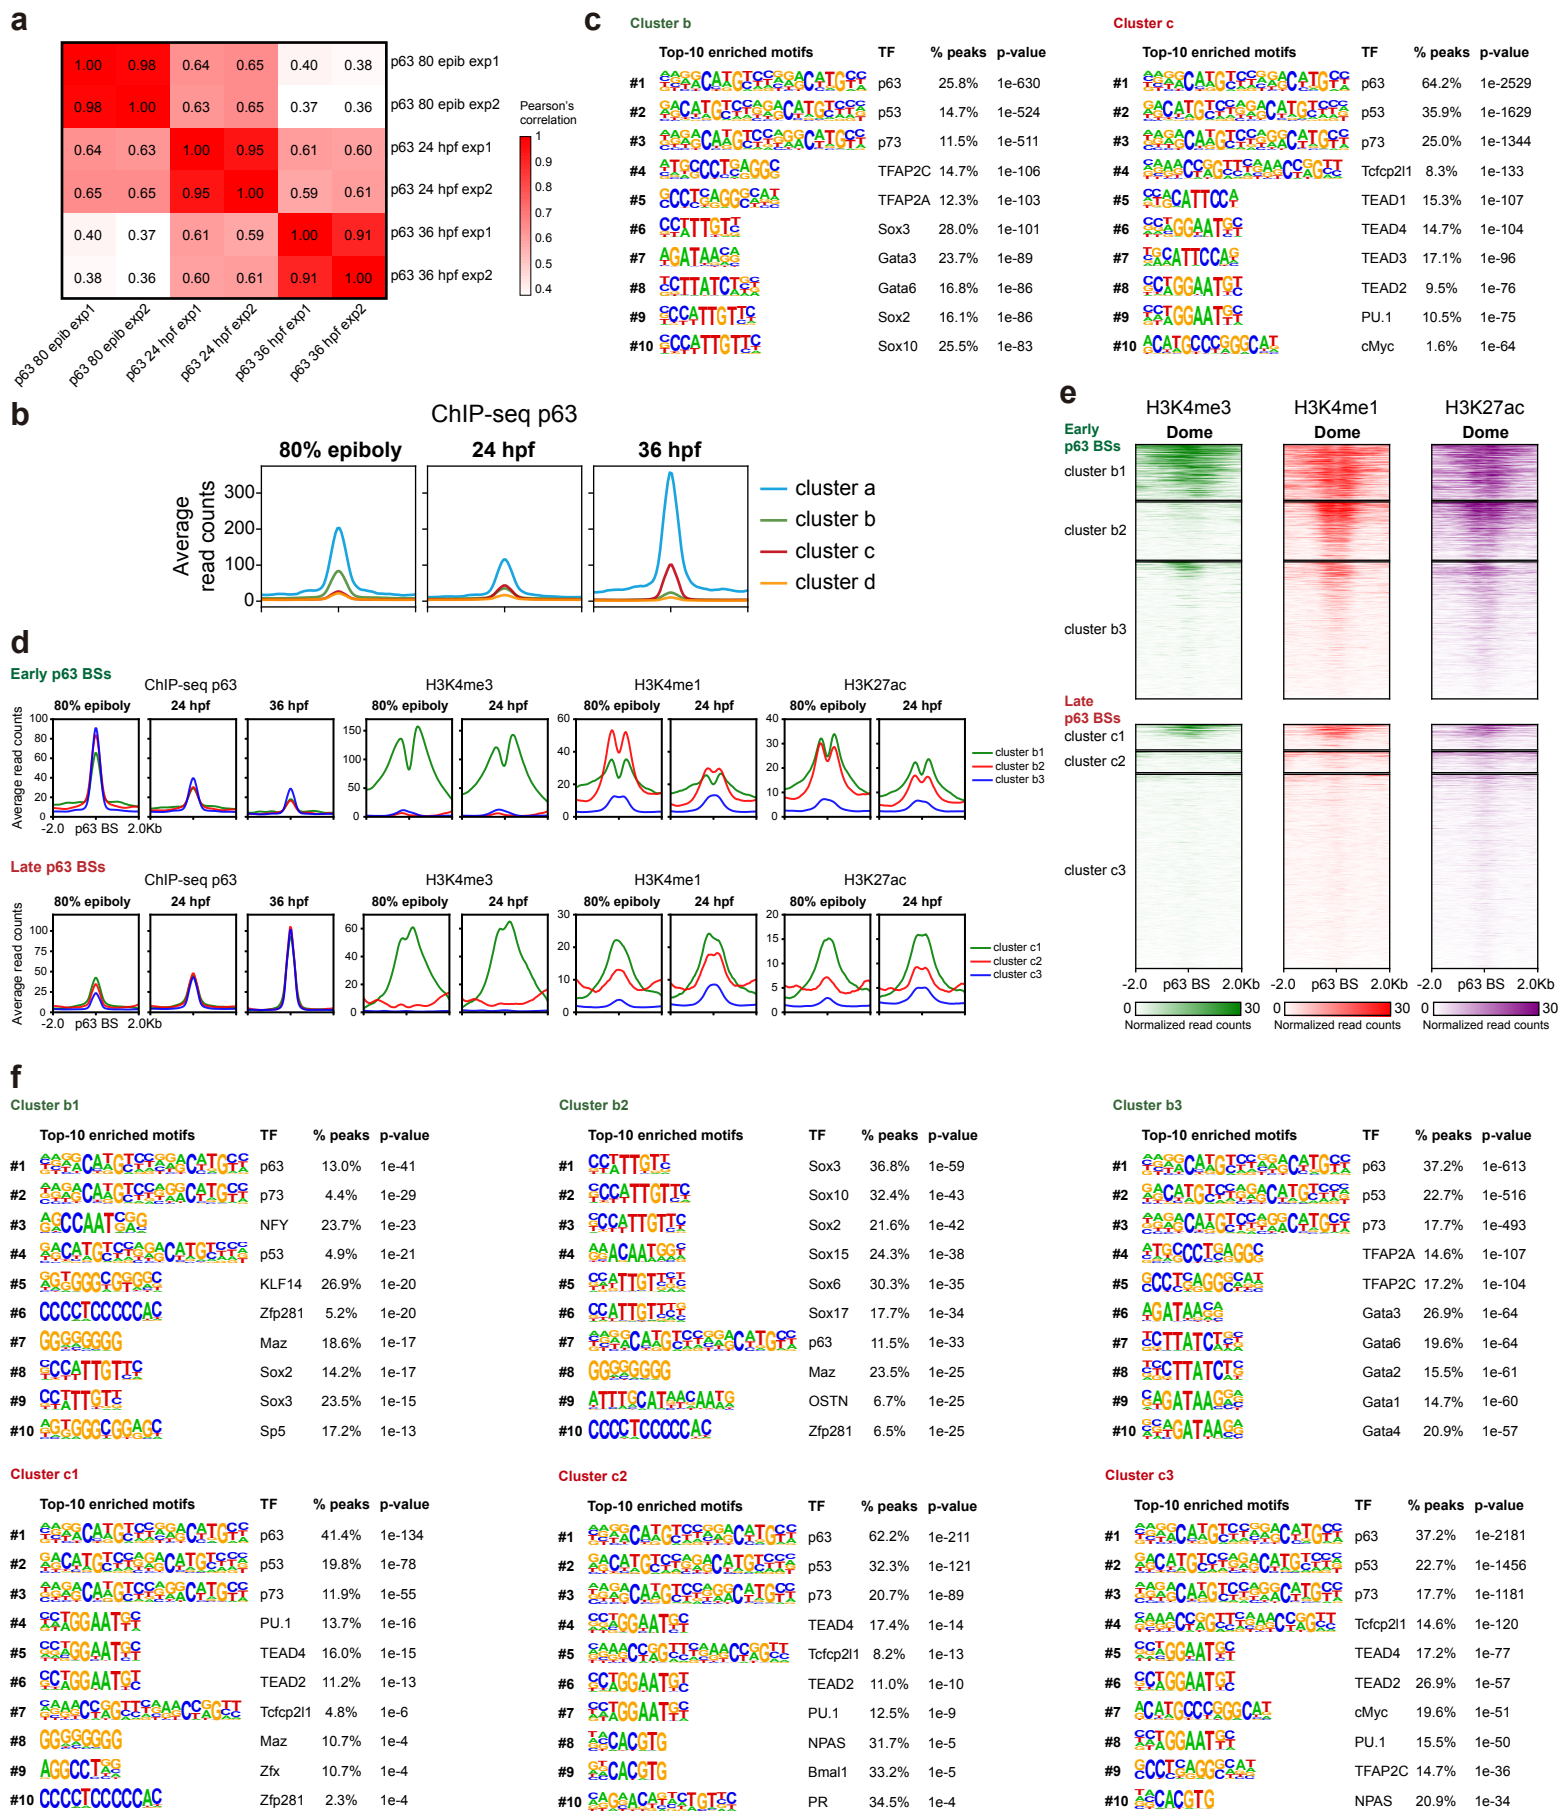

**Supplementary Figure 1**

**Epigenomic and motif analyses of p63 binding sites (BSs) during embryo development.**

**a**, Heatmap showing Pearson's correlations between p63 ChIP-seq experiments in different stages. **b**, Average profile of the 30,597 p63 binding sites (BSs) obtained for 80% of epiboly, 24 hpf and 36 hpf stages clustered in 4 groups by *k*-means clustering (see Figure 2b). **c**, Motif enrichment analysis of the early (cluster b) and late (cluster c) p63 binding sites (BSs) from Figure 2b. The top-10 motifs are represented with their position in the top-10, motif logos, transcription factor (TF) names, percentage of peaks with the motif and enrichment p-value. **d**, Average profiles of early (top) and late (bottom) p63 BSs in 80% of epiboly, 24 hpf and 36 hpf, clustered according to chromatin marks H3K4me3, H3K4me1 and H3K27ac in 80% of epiboly and 24 hpf (see Figure 2e). **e**, Heatmaps of H3K4me3, H3K4me1 and H3K27ac signal in dome stage for the clustered early (top) and late (bottom) p63 BSs (see Figure 2e). **f**, Motif enrichment analysis of the clusters of p63 BSs from Figure 2e. OSTN, Oct4-Sox2-Tcf-Nanog.

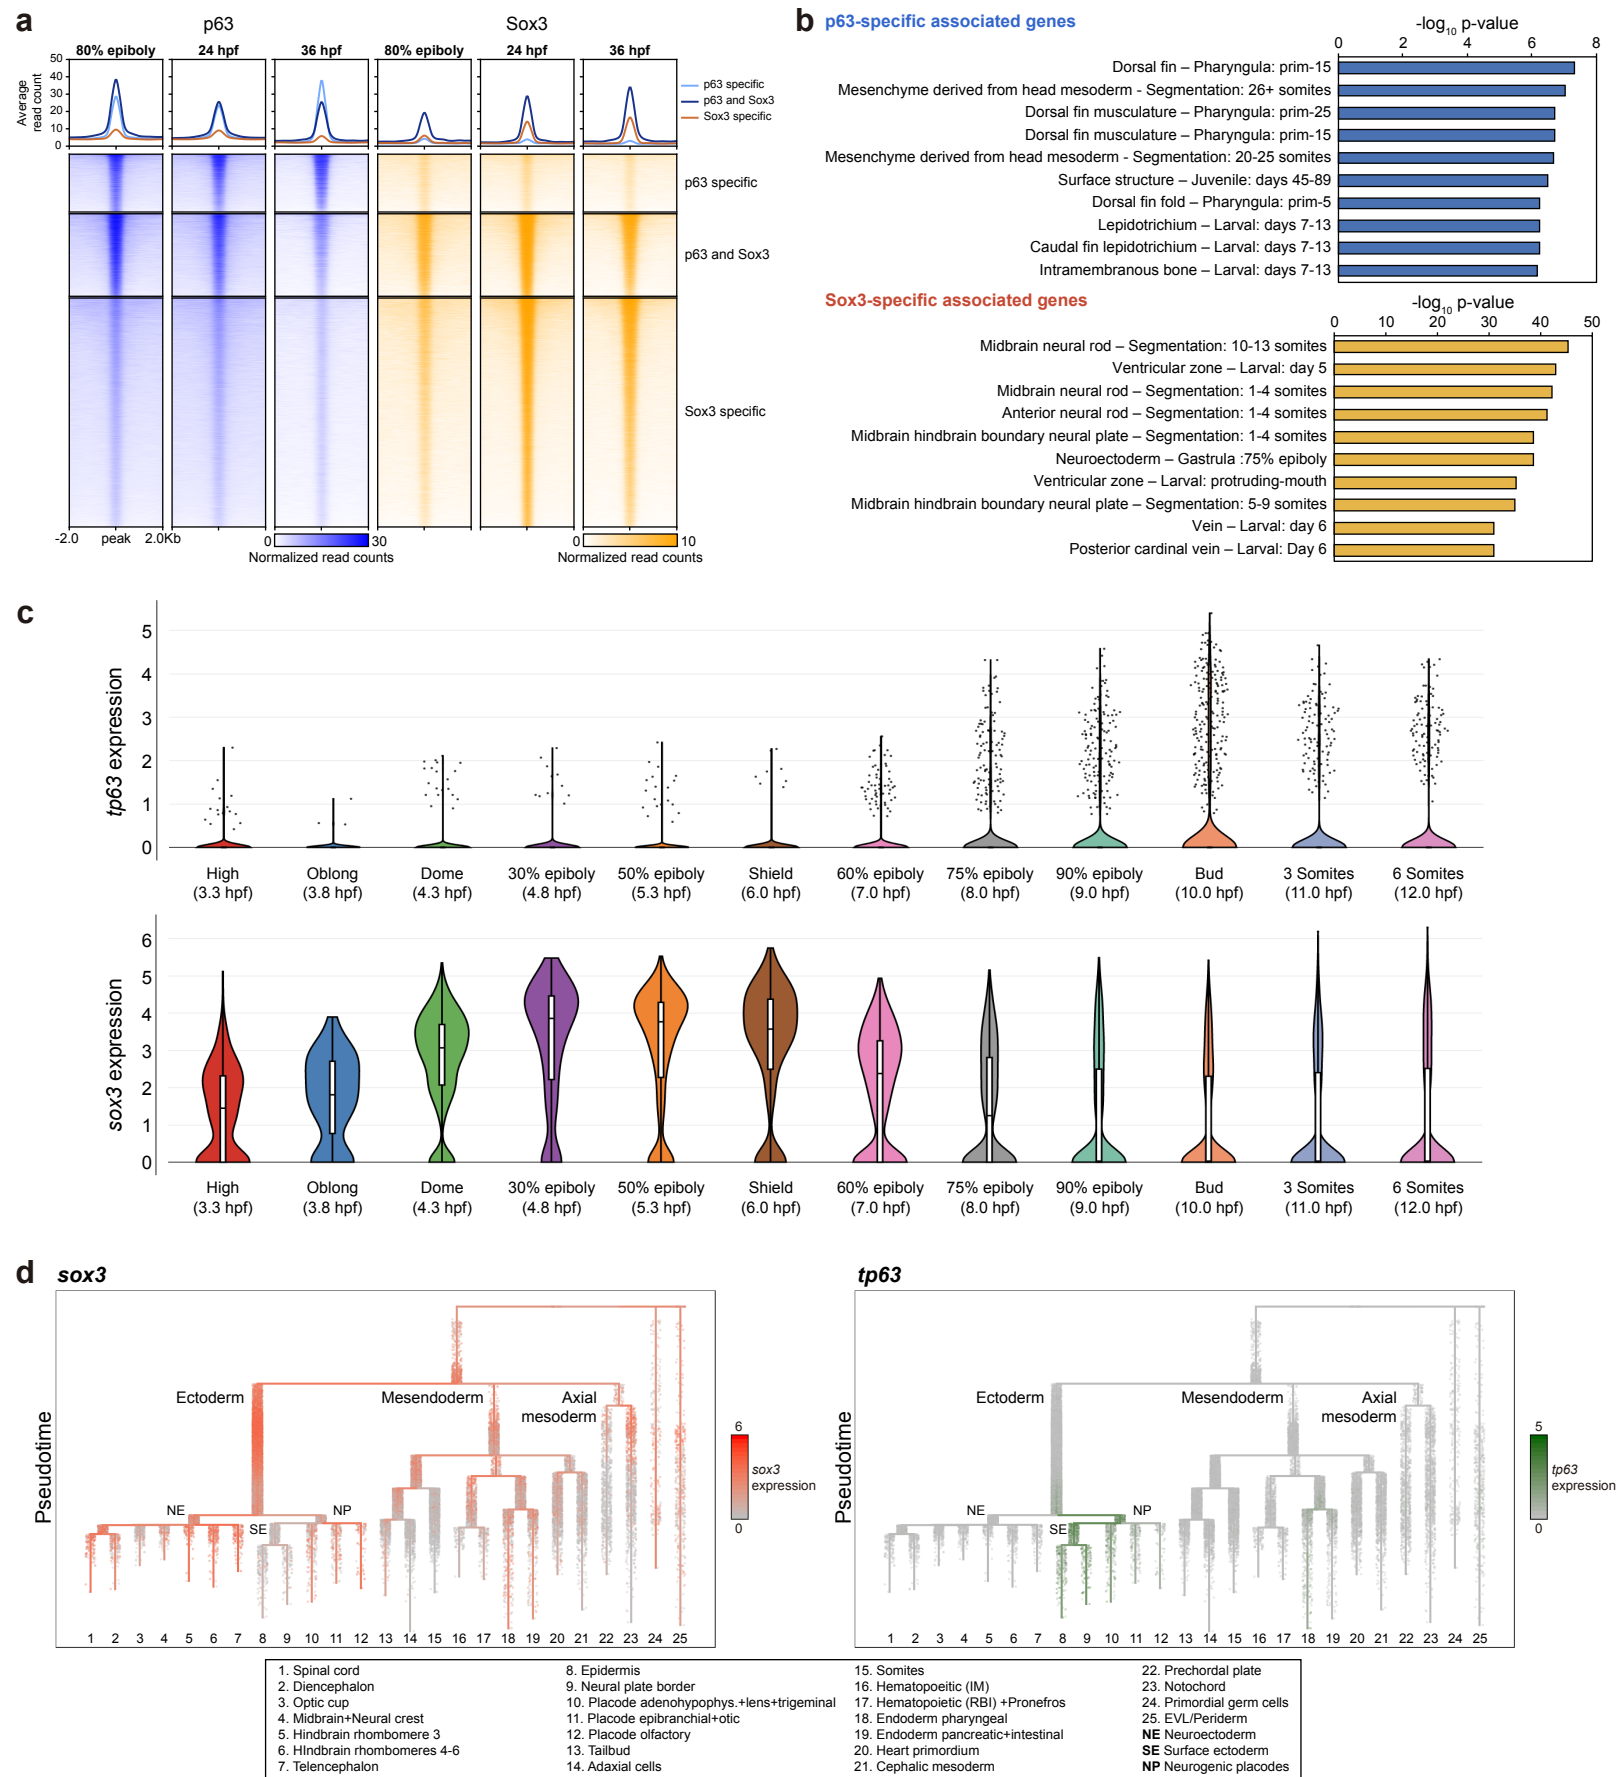

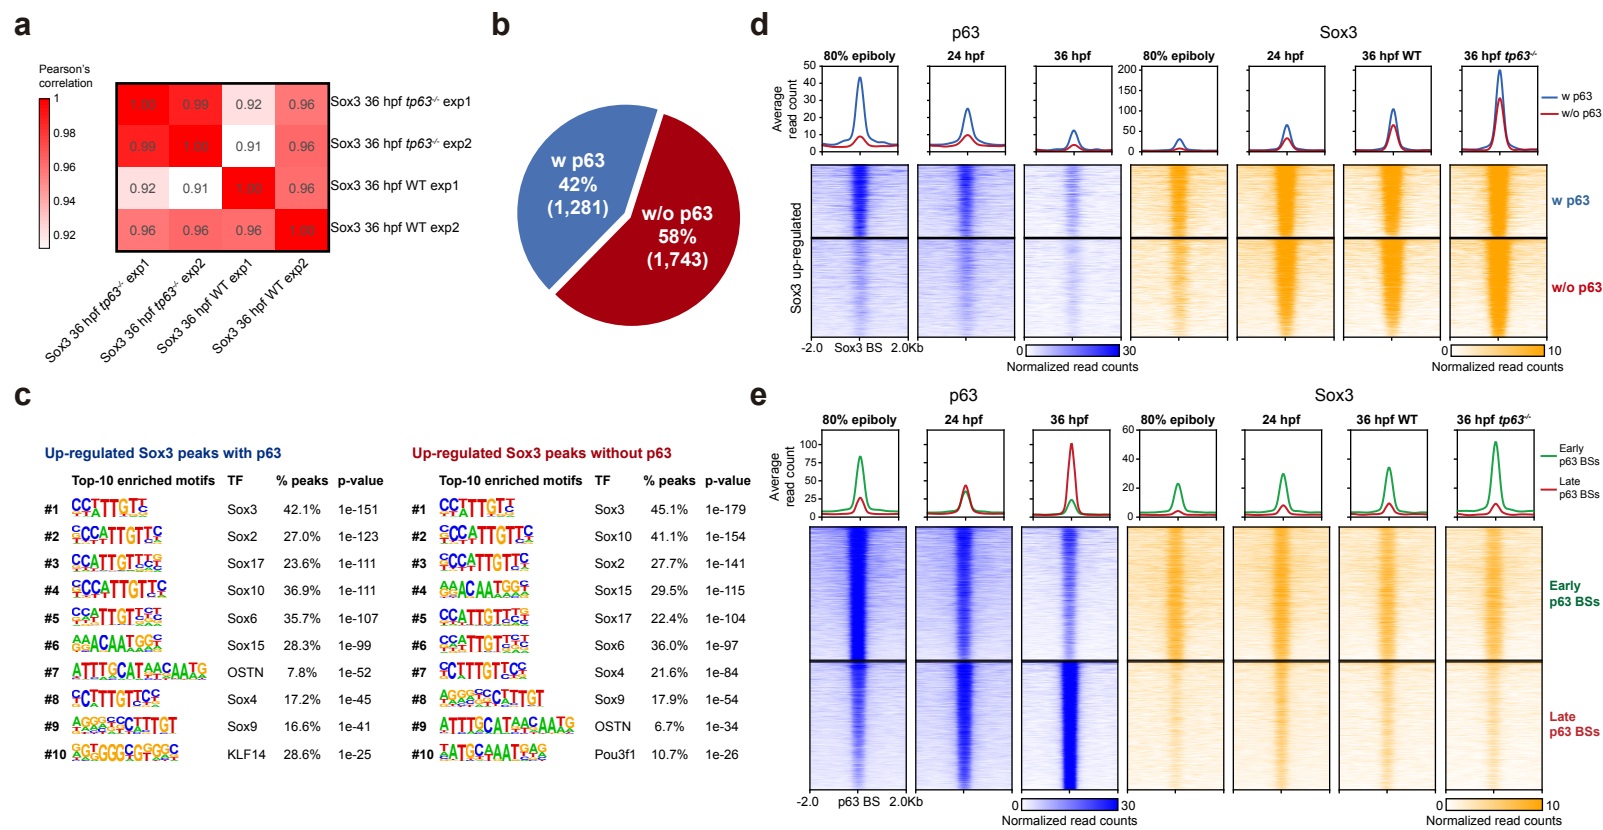

### Supplementary Figure 3

#### Analysis of Sox3 binding to chromatin in *tp63*<sup>-/-</sup> mutants.

**a**, Heatmap showing Pearson's correlations between Sox3 ChIP-seq experiments in 36 hpf stage. **b**, Diagram showing the proportion of the 2,976 up-regulated Sox3 BSs in *tp63*<sup>-/-</sup> mutant from Figure 4a overlapping or not with p63 BSs. **c**, Motif enrichment analysis of the up-regulated Sox3 BSs overlapping or not with p63 BSs. The top-10 motifs are represented with their position in the top-10, motif logos, TF names, percentage of peaks with the motif and enrichment p-value. **d**, Heatmaps and average profiles of p63 and Sox3 binding in 80% of epiboly, 24 hpf and 36 hpf for the up-regulated Sox3 BSs overlapping or not with p63 BSs. Sox3 data for *tp63*<sup>-/-</sup> mutant at 36 hpf is also shown. For **b** and **d**, w, with; w/o, without. **e**, Heatmaps and average profiles of p63 and Sox3 binding in 80% of epiboly, 24 hpf and 36 hpf for the early and late p63 BSs from Figure 2b. Sox3 data for *tp63*<sup>-/-</sup> mutant at 36 hpf is also shown.

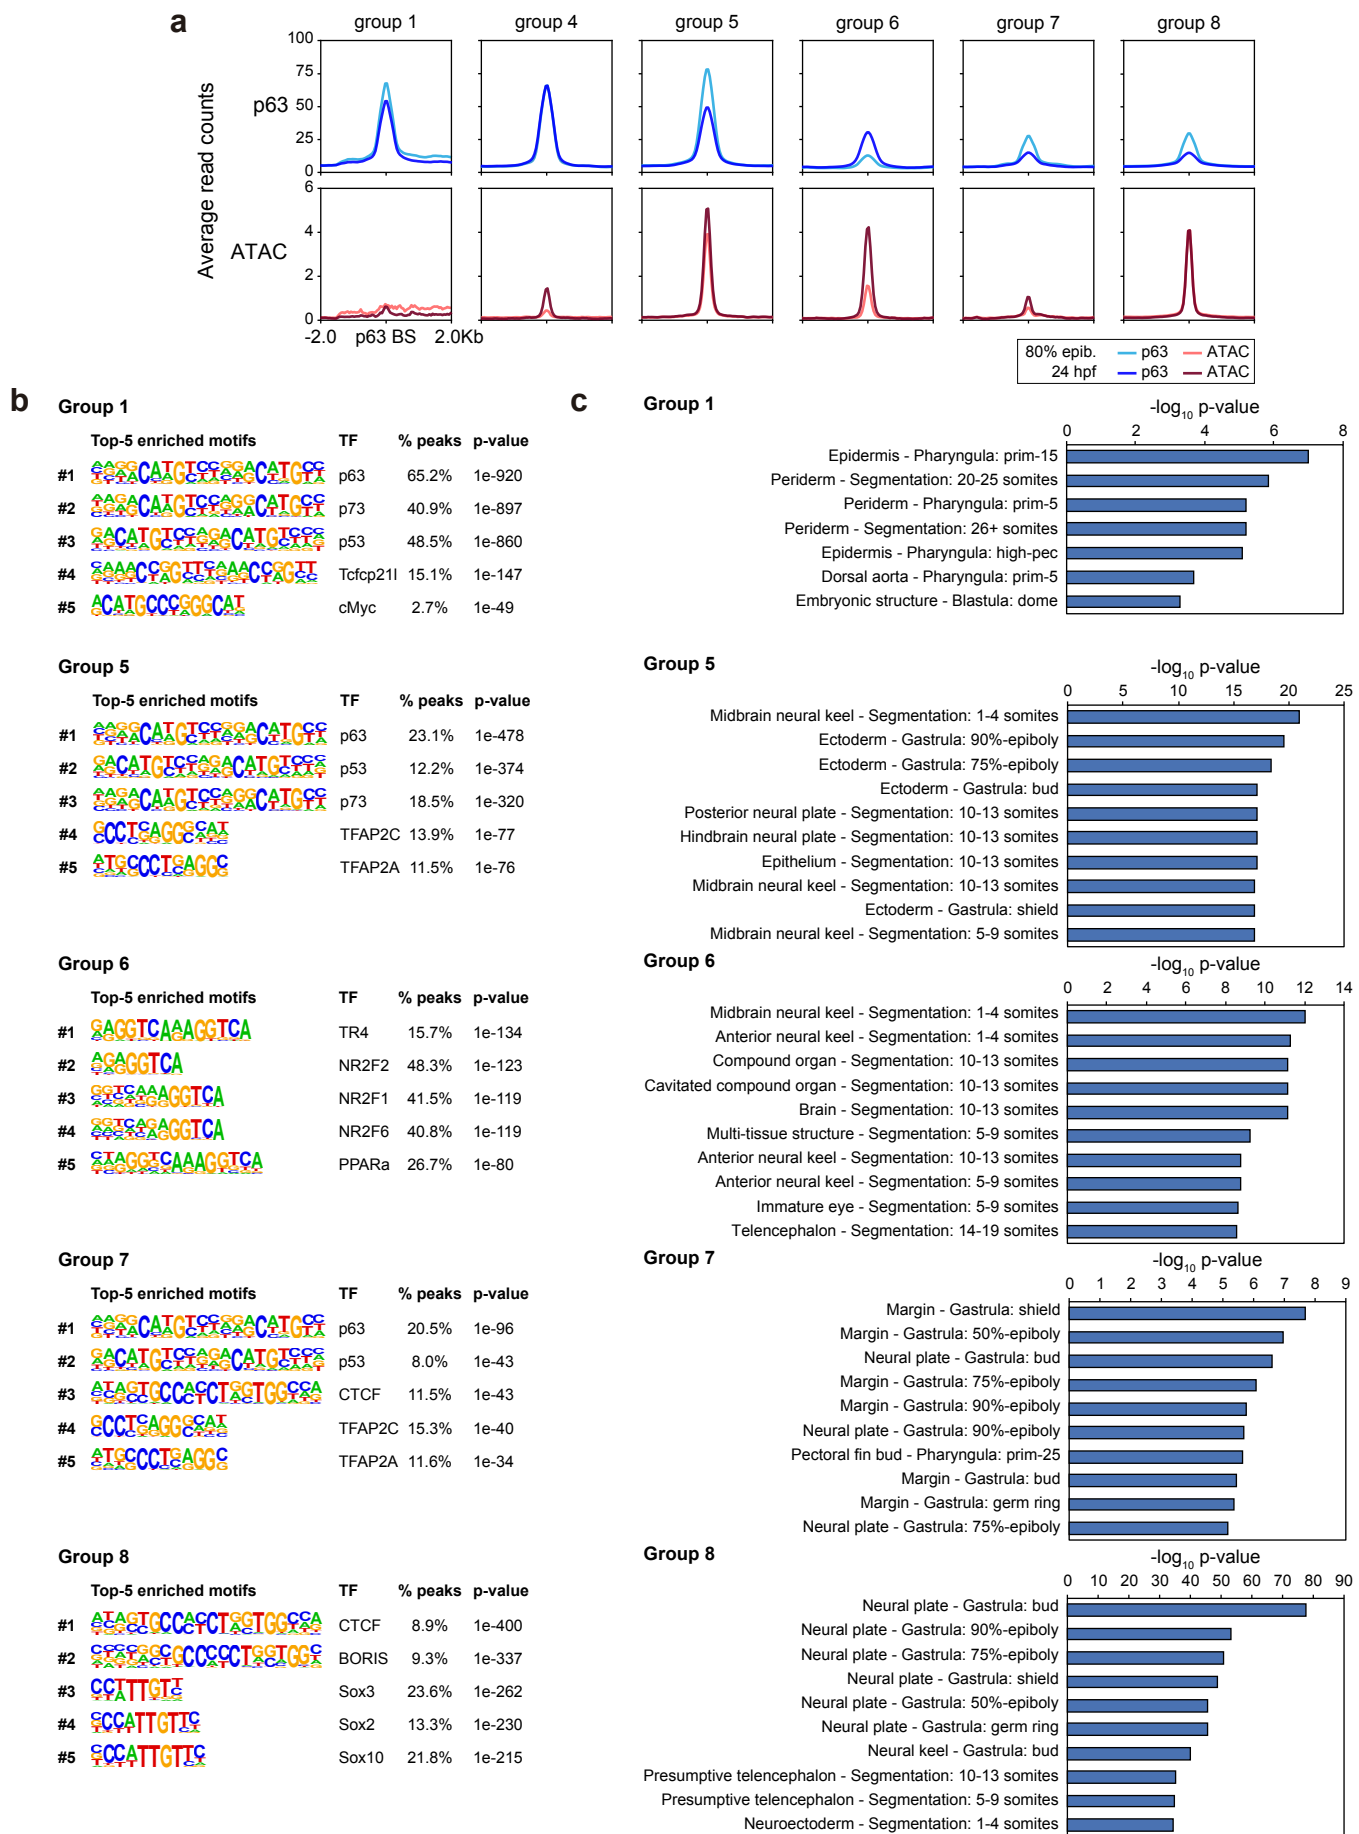

**Supplementary Figure 4**

**Analysis of p63 binding and chromatin accessibility during embryo development.**

**a**, Average profiles of p63 ChIP-seq and ATAC-seq from the peaks corresponding to transitions in the alluvial plot (see Figure 5a) between 80% of epiboly and 24 hpf stages. **b**, Motif enrichment analysis of the groups of peaks from alluvial plot (see Figure 5a). The top-5 motifs are represented with their position in the top-5, motif logos, TF names, percentage of peaks with the motif and enrichment p-value. **c**, Top-10 enrichment of WT expression patterns for the genes corresponding to the groups of peaks from alluvial plot (see Figure 5a). The  $-\log_{10}$  of p-value for each term is shown. For **b** and **c**, data for group 4 are included in Figure 5d and e, respectively.

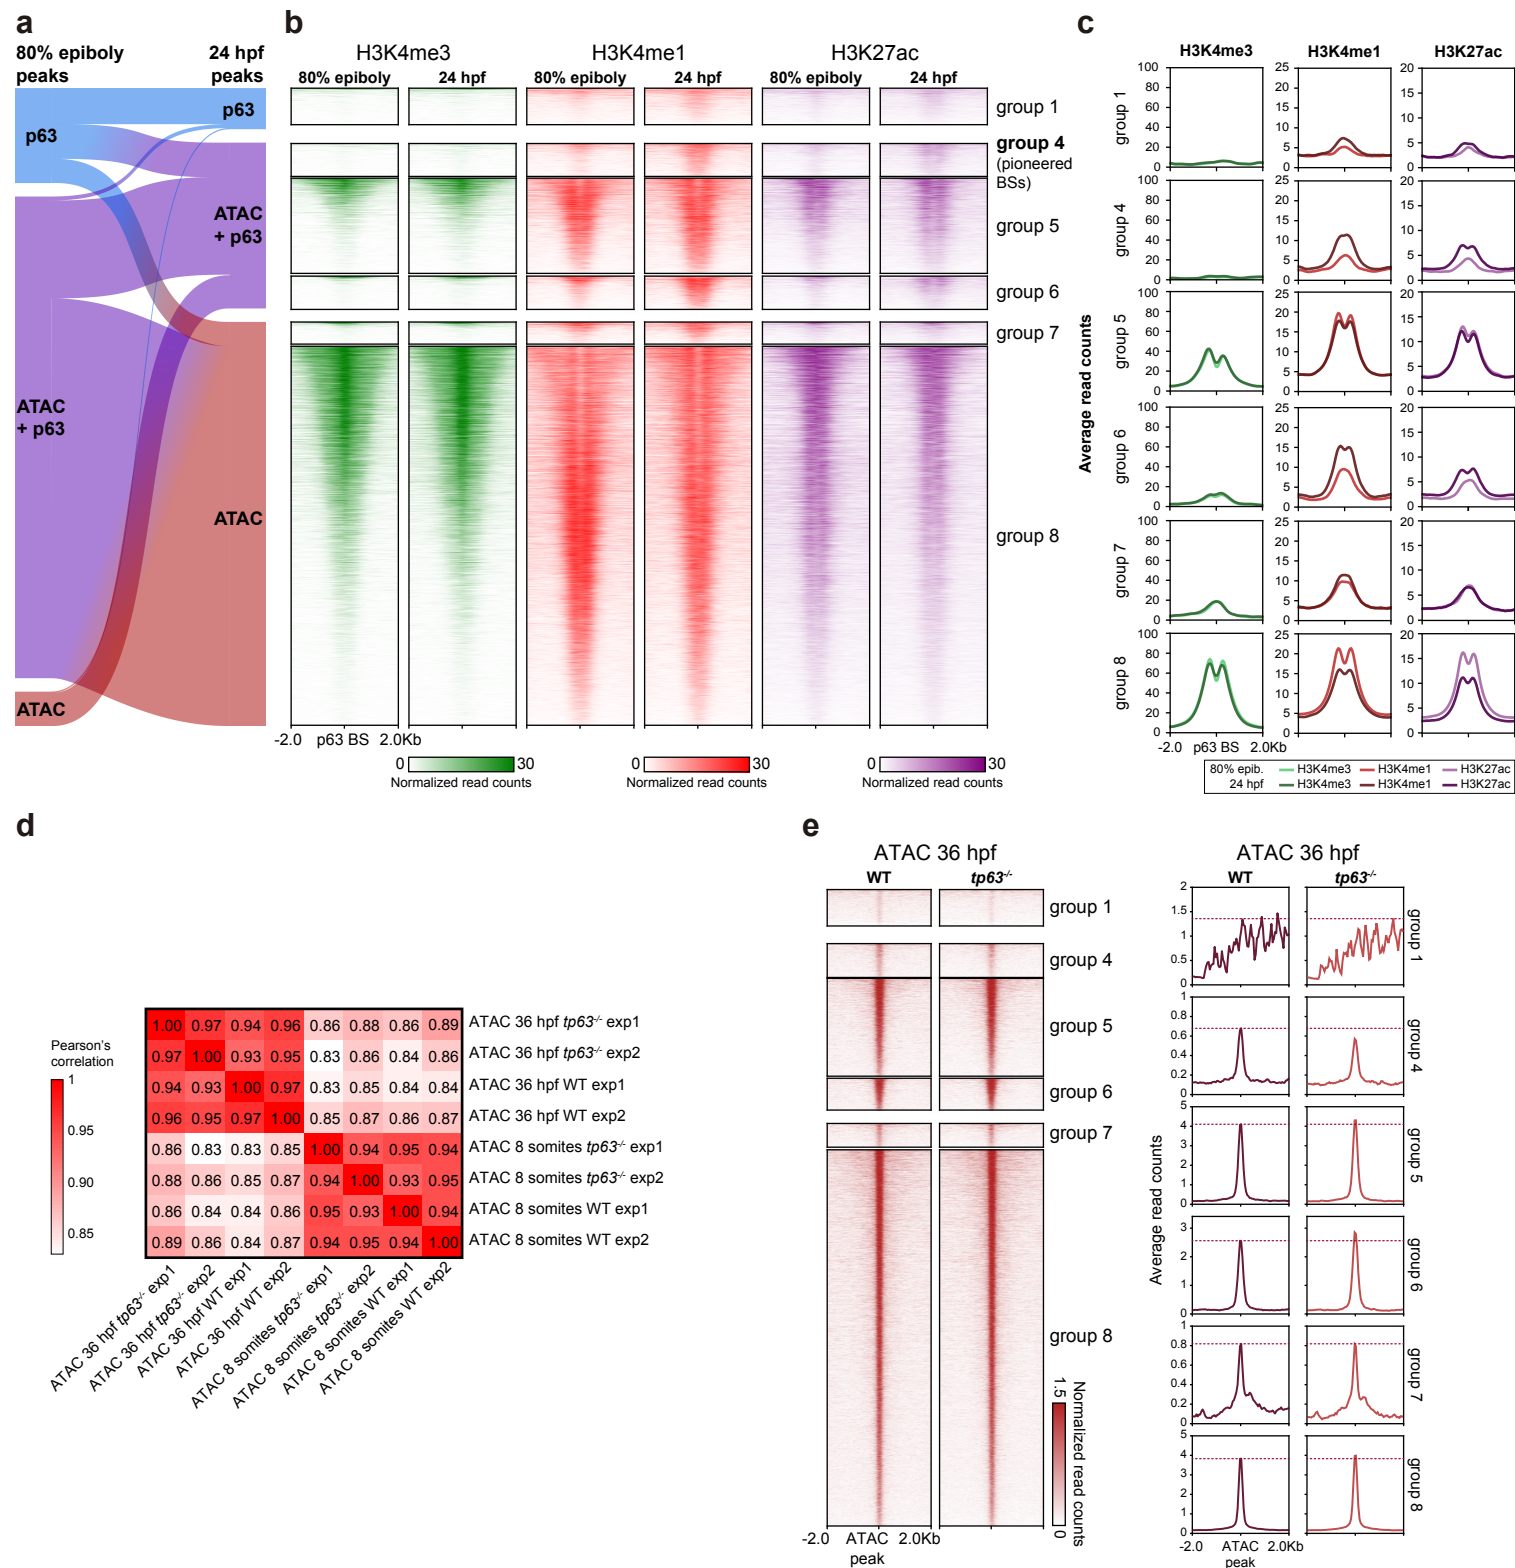

**Supplementary Figure 5.**

**Epigenomic and p63-dependent chromatin accessibility analyses of p63 BSs.**

**a**, Alluvial plot showing the transition between 80% of epiboly and 24 hpf stages of the 22,583 peaks showing p63 binding (blue), chromatin accessibility (ATAC; red) or both (purple). See also Figure 5. **b**, Heatmaps of H3K4me3, H3K4me1 and H3K27ac signal in 80% of epiboly and 24 hpf stages for the groups resulting from the alluvial plot transitions in **a**. **c**, Average profiles of H3K4me3, H3K4me1 and H3K27ac signal intensities for the groups resulting from the alluvial plot transitions in **a**. **d**, Heatmap showing Pearson's correlations between ATAC-seq experiments in 8 somites and 36 hpf stages. **e**, Heatmaps and average profiles of ATAC-seq from WT and *tp63*<sup>-/-</sup> embryos in 36 hpf for the groups resulting from the alluvial plot transitions in **a**. A dotted red line represents the WT profile peak in each stage. Groups 2 and 3 were omitted from the analyses due to their small number of peaks.

**Supplementary Table 1** – List of primers used in this study

| Primer name      | Primer sequence                                                                                   |
|------------------|---------------------------------------------------------------------------------------------------|
| sgRNA_tp63_exon3 | 5 ' –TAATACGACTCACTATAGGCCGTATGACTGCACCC<br>TGGTTTTAGAGCTAGAA–3 '                                 |
| sgRNA_universal  | 5 ' –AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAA<br>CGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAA<br>C–3 ' |
| tp63_ex3_Fw      | 5 ' –TCCACAGAGTTGAAGAAGCTG–3 '                                                                    |
| tp63_ex3_Rv      | 5 ' –ATCCTCCACGTATTGAGCGT–3 '                                                                     |

# Supplementary material for: Pioneer and repressive functions of p63 during zebrafish embryonic ectoderm specification
**Source:** Nat Commun. 2019 Jul 11;10:3049. doi: 10.1038/s41467-019-11121-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File name: Supplementary Code 1

Description: Python script to calculate enrichment of gene expression patterns in wild-type zebrafish embryos.

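The script takes a list of gene names and a table of gene expression patterns annotated in wild-type embryos, in which each gene is paired with an anatomical term and a developmental stage. For each combination of term and stage that occurs among the listed genes, it counts the listed genes annotated with it. That number is compared with the annotations in the whole table. The script uses the upper tail of the hypergeometric distribution, whereas the paper's methods call the test two-tailed. It then applies a Bonferroni correction over the combinations tested. The table is expanded first so that a pattern spanning several stages counts at each of them. The files used here give transcript identifiers without gene names, and the enrichment was not analysed here.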

# Supplementary material for: Pioneer and repressive functions of p63 during zebrafish embryonic ectoderm specification
**Source:** Nat Commun. 2019 Jul 11;10:3049. doi: 10.1038/s41467-019-11121-z
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

All code used to collect the data in this study is available in the Methods section

Data analysis

All code used to analyse the data in this study is available in the Methods section

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data are available through the Gene Expression Omnibus accession number GSE123059

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The number of embryos used for sample preparation was determined following previously reported methods, and allowed the extraction of enough biological material to perform the experiment. The number of replicates for each experiment was determined following the standards previously published for the ENCODE project. Sample sizes and number of replicates are specified in the methods section. |
| Data exclusions | For correlation between reads in peaks of ChIP and ATAC experiments, peaks with abnormally high number of reads were considered outliers and excluded. Two ChIP-seq experiments (second replicates of Sox3 in 80% epiboly and 24hpf) were excluded due to the low quality of the samples.                                                                                                                |
| Replication     | Biological replicates used in the study showed a high correlation, as specified in the supplementary material.                                                                                                                                                                                                                                                                                           |
| Randomization   | Randomization of the samples is not applicable to our study, since no treatment conditions were compared. All comparisons were performed between different embryonic stages or between different genotypes, which do not require randomization.                                                                                                                                                          |
| Blinding        | Blinding was not relevant for our study, since all comparisons were performed automatically using statistical software that is not influenced by the investigator.                                                                                                                                                                                                                                       |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies used in the study are described in the Methods section.                                                              |
| Validation      | All antibodies were validated by previous studies and/or the manufacturer. We also performed immunostaining assays as a validation. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | This study did not require the use of adult animals. We used zebrafish embryos at different developmental stages derived from AB and Tübingen strains.                                                                                              |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                             |
| Field-collected samples | The study did not involve field-collected samples.                                                                                                                                                                                                  |
| Ethics oversight        | All experiments involving animals conform national and European Community standards for the use of animals in experimentation and were approved by the Ethical Committees from the University Pablo de Olavide, CSIC and the Andalusian government. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

GEO datasets series: GSE123059

#### Files in database submission

For each sample, we submitted the fastq file with raw reads and the bed file with called peaks.

#### Genome browser session

(e.g. [UCSC](#))

[http://genome.ucsc.edu/cgi-bin/hgTracks?](http://genome.ucsc.edu/cgi-bin/hgTracks?hgS_doOtherUser=submit&hgS_otherUserName=jmsantos&hgS_otherUserSessionName=p63_NatCommun)  
hgS\_doOtherUser=submit&hgS\_otherUserName=jmsantos&hgS\_otherUserSessionName=p63\_NatCommun

### Methodology

#### Replicates

No experimental replicates were performed. Instead, two biological replicates with high correlation among them were used per experiment.

#### Sequencing depth

p63\_80epib\_rep1: 36923847 total reads; 17876065 uniquely mapped reads; 49-bp paired-end reads  
p63\_80epib\_rep2: 43003954 total reads; 20591645 uniquely mapped reads; 49-bp paired-end reads  
p63\_24hpf\_rep1: 18409427 total reads; 7916396 uniquely mapped reads; 49-bp paired-end reads  
p63\_24hpf\_rep2: 19289417 total reads; 9735783 uniquely mapped reads; 49-bp paired-end reads  
p63\_36hpf\_rep1: 36567169 total reads; 4473514 uniquely mapped reads; 49-bp paired-end reads  
p63\_36hpf\_rep2: 43364481 total reads; 742636 uniquely mapped reads; 49-bp paired-end reads  
Sox3\_80epib: 10007068 total reads; 3255385 uniquely mapped reads; 49-bp paired-end reads  
Sox3\_24hpf: 14743535 total reads; 7633687 uniquely mapped reads; 49-bp paired-end reads  
Sox3\_36hpf\_WT\_rep1: 42564819 total reads; 20571662 uniquely mapped reads; 49-bp paired-end reads  
Sox3\_36hpf\_WT\_rep2: 40441058 total reads; 20281402 uniquely mapped reads; 49-bp paired-end reads  
Sox3\_36hpf\_tp63-/-\_rep1: 45835872 total reads; 23596720 uniquely mapped reads; 49-bp paired-end reads  
Sox3\_36hpf\_tp63-/-\_rep2: 34252274 total reads; 17146347 uniquely mapped reads; 49-bp paired-end reads

#### Antibodies

All antibodies used in the study are described in the Methods section.

#### Peak calling parameters

macs2 callpeak -t experiment.bed -f BED -g 1.5e9 -n experiment-name -q 1e-3

#### Data quality

Peaks were called using a stringent cutoff (FDR<0.001; fold-change>5) and those common to both biological replicates were used as high-confidence peaks. The number of peaks for each experiment and replicate was:

p63\_80epib\_rep1: 36652 peaks FDR<0.001  
p63\_80epib\_rep2: 42668 peaks FDR<0.001  
p63\_24hpf\_rep1: 14707 peaks FDR<0.001  
p63\_24hpf\_rep2: 25659 peaks FDR<0.001  
p63\_36hpf\_rep1: 16993 peaks FDR<0.001  
p63\_36hpf\_rep2: 9538 peaks FDR<0.001  
Sox3\_80epib: 6045 peaks FDR<0.001  
Sox3\_24hpf: 67886 peaks FDR<0.001  
Sox3\_36hpf\_WT\_rep1: 51504 peaks FDR<0.001  
Sox3\_36hpf\_WT\_rep2: 29082 peaks FDR<0.001  
Sox3\_36hpf\_tp63-/-\_rep1: 81578 peaks FDR<0.001  
Sox3\_36hpf\_tp63-/-\_rep2: 59786 peaks FDR<0.001

#### Software

All the software used to collect and analyze the ChIP-seq data is described in the Methods section.

How the deposited data were processed for this re-analysis (not part of the article)

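Gene expression was measured by RNA-seq in 3 WT and 3 tp63 mutant replicates at 36 hpf, each a pool of 15 embryos. The authors sequenced the libraries as single-end reads, aligned them to the GRCz10 assembly and counted them with htseq-count, and the deposited values are counts per Ensembl transcript, 1 set per sample, not normalized. The paper's text does not name the annotation version or the options used for counting. Sample conditions and replicate numbers were taken from the sample labels and the paper's methods. The categories that htseq-count adds at the end of its output were left out of the tests. The total counts per sample ran from 77133790 to 81976521. They may include reads counted on more than one transcript, in which case the depth in reads is lower.

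The counts were analysed in R 4.3.3 with edgeR 4.0.16. Transcripts were filtered with filterByExpr at its default settings, normalized by TMM and tested with the quasi-likelihood test, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. The standard error of a log2 fold change is its absolute value divided by the square root of the test's F. The pairing of WT and mutant samples by replicate number comes from the sample labels, and the paper's methods do not name a block. Lists of de-regulated transcripts and their association to Sox3 BSs and pioneered BSs were read from the paper's source data. Medians were compared by permutation or random draws with 100000 resamples in Python 3.11.15 with numpy 2.4.6, and shares with Fisher's exact test in scipy 1.17.1, all two-sided. Single transcripts were compared by an exact permutation test of log2 CPM. Alternatives set before the data were examined were DESeq2 1.42.0, RLE factors in edgeR, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, each sample left out, transcripts with identical counts counted once, the Wilcoxon rank sum test, restriction to transcripts that also passed the threshold in edgeR, and a comparison with transcripts associated to neither up- nor down-regulated Sox3 BSs. Further settings, chosen after seeing the data, were DESeq2 with the replicate block, with shrunken fold changes and with both, edgeR with the log2 TMM factor as a covariate, and the restriction to transcripts past the threshold in edgeR with the replicate block.

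The fits were tested on simulated data, with counts drawn for 41817 transcripts from the samples' means, library sizes and dispersions and 200 transcripts changed by 1 or 2 on the log2 scale. The edgeR fit recovered 92 of the 200 with 10 false calls among its 102 calls, and 81 of the 100 changed by 2. DESeq2 recovered 125 with 59 false calls among 184. In the tests of lists, a shift of 0.5 planted in 200 of 2000 simulated values was found (permutation p = 1e-05), and a list without a shift gave a permutation p of 0.391.

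The rule for transcripts to name was to take the genes that the paper names, with tp63 first, and in each direction the 5 with the largest absolute log2 fold change among transcripts past the threshold, with a mean log2 CPM of at least 0 and no overlap between the WT and mutant values, and the 5 with the smallest adjusted p. The files and the reference table, which follows the GRCz12tu assembly and holds none of the Ensembl transcript identifiers, do not pair identifiers with gene names. The rule was therefore applied to the first transcript of each ranking, and among the genes that the paper names to sox3, whose transcript was identified from the paper's normalized counts. The targeted gene tp63, the Gene Ontology terms, the expression patterns and the gene families were not analysed here.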

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

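The difference of the transcripts associated to up-regulated Sox3 BSs from all de-regulated transcripts kept its direction under each alternative that was run, with a p under 0.05 in all but the restriction to transcripts that also passed the threshold in edgeR without a block. The log2 fold change of sox3 stayed negative, with an adjusted p above 0.05, in every fit that was run. The larger share of down-regulated transcripts among those associated to pioneered BSs kept its direction under each alternative, and passed Fisher's exact test in all but the same restriction. The transcripts in these lists were chosen as de-regulated from the same samples, so a kept direction is not an independent check. The 4 named transcripts kept their direction and passed the threshold in every fit in which they were tested. The order of the named decreases reversed with shrunken fold changes, in settings chosen after seeing the data. With DESeq2, the replicate block and shrinkage, the log2 fold change was -3.42 for ENSDART00000082250.4 and -6.46 for ENSDART00000012637.8. With DESeq2 and shrinkage but no block, the values were -4.73 and -6.39.

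The numbers of de-regulated transcripts depended most on the fit. There were 402 up-regulated and 1038 down-regulated transcripts with DESeq2, 59 and 296 with at least 10 counts in every sample, and 879 and 1235 in edgeR with the replicate block. Across the 6 fits that each left out one sample, the up-regulated transcripts numbered from 19 to 179 and the down-regulated ones from 205 to 560. In the settings chosen after seeing the data, there were 1051 and 1399 with DESeq2 and the replicate block, 408 and 1024 with DESeq2 and shrunken fold changes, 973 and 1371 with DESeq2, the replicate block and shrunken fold changes, and 674 and 1190 with the log2 TMM factor as a covariate. The cause of the difference between the tools was not tested on these samples, but on simulated counts 32.1% of DESeq2's 184 calls were false, against 9.80% of edgeR's 102. With the replicate block, 11.3% of edgeR's 97 calls were false, and 33.5% of DESeq2's 173 calls with the replicate block and shrunken fold changes. The simulation drew each transcript independently, without pairing of samples, and does not give the share of false calls in the real samples.

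The difference between the median absolute log2 fold changes of down- and up-regulated transcripts, 0.21 in edgeR without a block (permutation p = 0.261), passed the permutation test with DESeq2 (0.20) and in edgeR with the replicate block (0.13). It also passed with DESeq2 and the replicate block (0.14), with shrunken fold changes (0.0725), with both (0.12), and with the log2 TMM factor as a covariate (0.12). Across the fits that each left out one sample it ran from -0.36, without WT replicate 3 (permutation p = 0.706), to 0.76, without tp63 mutant replicate 2. Of these fits, it passed without tp63 mutant replicate 2 (permutation p = 0.00548) and without WT replicate 2 (0.34, permutation p = 0.0153), and not in the others. The cause was not tested.

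The difference of the transcripts associated to not-changed Sox3 BSs no longer passed with at least 10 counts in every sample (0.0233), with the replicate block (0.0264), with the log2 TMM factor as a covariate (0.0262), with the Wilcoxon rank sum test (0.0352) or against transcripts associated to neither up- nor down-regulated Sox3 BSs (0.0687), and ran from 0.0273 to 0.0542 across the fits that left out one sample, where it no longer passed without tp63 mutant replicate 1 (permutation p = 0.0929) or without WT replicate 1 (permutation p = 0.146). The rank sum test set this list against a total that contains it, so its p is not exact. For down-regulated Sox3 BSs the difference never passed and its sign changed with at least 10 counts in every sample (0.0033) and among transcripts that also passed the threshold in edgeR (0.0854), and it ran from -0.14 to 0.0489 across the fits that left out one sample. With that restriction, the difference for up-regulated Sox3 BSs was 0.26 (permutation p = 0.419) and that for not-changed Sox3 BSs, which passed, was 0.25 (permutation p = 0.00077), that between pioneered BS-associated and other transcripts changed sign to 0.55 (permutation p = 0.035), and that of the shares was 6.88 percentage points (Fisher's exact test, p = 0.219). The difference between pioneered BS-associated and other transcripts ran from -0.22 to -0.0947 across the fits that left out one sample. The cause was not tested for any of these. The restriction left 33 transcripts for up-regulated Sox3 BSs and 64 for pioneered BSs, and it selects transcripts by the same fold changes that are then compared, so a changed value under it does not show that a difference is unstable. Among transcripts that passed the threshold in edgeR with the replicate block, a restriction chosen after seeing the data, the difference was 1.56 for up-regulated, -0.0699 for down-regulated and 0.0225 for not-changed Sox3 BSs, where the last no longer passed (permutation p = 0.21). With the same replicate block restriction, the difference between pioneered BS-associated and other transcripts was -0.119 and no longer passed (permutation p = 0.0691), and that of the shares was 12.8 percentage points.

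Sums of counts over the transcripts of a gene, and the tests of annotated gene sets and families with their alternatives, were not run, because transcript identifiers could not be paired with genes here. With 3 samples per group, an exact test of one transcript cannot give a p under 0.1.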

Differences from the paper's values

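The paper reports 973 up-regulated and 1371 down-regulated transcripts, against 114 and 513 in edgeR without a block. Of the alternatives set before the data were examined, edgeR with the replicate block gave 879 and 1235, within 1.5 times of the paper's numbers, and DESeq2 without a block gave 402 and 1038, of which only the down-regulated number was within 1.5 times. No filter on low counts, at least 10 counts in every sample, RLE factors, identical counts counted once and leaving out any one sample did not close the gap for either direction. DESeq2 with the replicate block and shrunken fold changes, a setting chosen after seeing the values, gave 973 and 1371, the paper's numbers. DESeq2 with the replicate block and unshrunken fold changes, also chosen after seeing the values, gave 1051 and 1399, within 1.5 times of both, and the log2 TMM factor as a covariate, chosen after seeing the values, gave 674 and 1190, also within 1.5 times of both. DESeq2 with shrunken fold changes and no block, chosen after seeing the values as well, gave 408 and 1024, which closed it for the down-regulated transcripts only.

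The median absolute log2 fold change in the paper's source data is 0.84 for up-regulated and 0.96 for down-regulated transcripts, against 2.13 and 2.34 here. Of the alternatives set before the data were examined, only edgeR with the replicate block came within 1.5 times of both, with 1.16 and 1.29. Among the settings chosen after seeing the values, DESeq2 with the replicate block gave 1.04 and 1.18, DESeq2 with shrunken fold changes 1.04 and 1.11, and DESeq2 with both 0.84 and 0.96, each within 1.5 times, and the log2 TMM factor as a covariate gave 1.28 and 1.40, within 1.5 times for the down-regulated transcripts only.

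The median log2 fold change of the transcripts associated to up-regulated Sox3 BSs lies 1.31 above that of all de-regulated transcripts in the paper's source data and 1.42 above it here, a difference larger than the bootstrap standard error of 0.0353. This standard error measures the spread over transcripts, not over samples. Across the fits that left out one sample the value ran from 0.91 to 1.70, a range that holds the paper's 1.31. None of the alternatives set before the data were examined closed the gap, and DESeq2 with the replicate block and shrunken fold changes, chosen after seeing the values, gave 1.31.

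The paper states around 50 M reads per library, while the median total of counts over transcripts was 78.0 M. The 2 numbers measure different things, and no alternative setting changes the totals.

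The paper states that the fold change of down-regulated transcripts was significantly higher in Fig. 1d, while the difference of 0.21 between the medians here had a permutation p of 0.261 without a block and the difference of 0.13 had a permutation p of 0.00011 with the replicate block. The Wilcoxon rank sum test, which the paper names, gave a p of 0.283 for the 0.21 without a block, so the change of test did not close this gap. For the transcripts associated to not-changed Sox3 BSs, which the paper reports as not differing significantly from all genes, the difference of 0.04 had a permutation p of 0.0345 without a block. The Wilcoxon rank sum test, which the paper names, gave a p of 0.215 for the same values, so the gap closed with that test. It compares the list with a total that contains the list, so this p does not show that the difference is absent. The replicate block closed the gap in edgeR (0.03, permutation p = 0.0948), but not in DESeq2, where the permutation p was 0.021 with the replicate block and 0.0112 with the replicate block and shrunken fold changes, 2 settings chosen after seeing the values.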

Other observations

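The comparison with other splits, the fits that left out one sample and the counting of identical counts once were not chosen after seeing results. The other tests below were chosen, or the form of their p-value was, only after the results were seen.

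DESeq2 with the replicate number as a block and with shrunken fold changes returned 2344 transcripts, the same transcripts as the paper's 973 up-regulated and 1371 down-regulated ones, with log2 fold changes that differed from those in the paper's source data by at most 0.000205. With shrunken fold changes and no block it returned 1432 transcripts, and with the block and no shrinkage 2450, of which 120 are not in the paper's lists. A candidate explanation for the paper's numbers is therefore that its fit used both, which the paper's methods do not mention.

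Of the 10 ways to split the 6 samples into groups of 3, 4 put the 2 samples of each replicate number in different groups, as the comparison of genotypes does. Of these 4 splits, 1, the real one, gave as many as 627 de-regulated transcripts in edgeR, and the others gave 0, with 148 to 1401 transcripts at an unadjusted p under 0.05, against 4377 in the real split. With the replicate block, the real split gave 2114 and the others 0. With so few splits, their count alone cannot give a share under 0.05. The threshold on the adjusted p does not rest on this count, and only the real split gave transcripts past it. In the real split, 193 down-regulated and 18 up-regulated transcripts also passed in each fit that left out one sample. The calls of these transcripts therefore do not rest on any single sample. The fits that left out one sample keep the grouping of the other samples, so they do not test a grouping by chance. The 6 other splits, which keep 2 same-numbered pairs together, also gave 0 transcripts after adjustment, but 2 of them gave more transcripts at an unadjusted p under 0.05 than the real one, 5947 and 7915. The split with 7915 set tp63 mutant replicate 1, WT replicate 1 and WT replicate 3, with TMM factors of 0.978, 0.833 and 0.922, against the other 3 samples, with factors of 1.02 to 1.20.

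The 100 transcripts with the most counts took from 18.9% of the counts in tp63 mutant replicate 2 to 22.9% in WT replicate 1, the libraries with the highest and the lowest TMM factor. With the log2 TMM factor as a covariate, 1864 transcripts passed, against 627 without it and 2114 with the replicate block, and 590 of the 1864 are not among the paper's de-regulated transcripts. The factor was higher in the mutant than in the WT sample of each replicate number and also differed between replicate numbers, so the covariate can remove variation between replicates as the block does. A linear effect of the log2 TMM factor thus does not explain all of the de-regulated transcripts. Other differences in library composition were not fitted, and the factor went with genotype in each pair. How many transcripts depend on library composition therefore cannot be told from this test. With this covariate the difference of the transcripts associated to up-regulated Sox3 BSs was 0.58 (permutation p = 0.00016), against 1.42 without it, while the difference of the pioneered BS-associated from the other transcripts was -0.22 (permutation p = 0.0326), against -0.15, and that of the shares was 13.5 percentage points (Fisher's exact test, p = 7.38e-05), against 11.4. What sets the composition apart, such as RNA quality or embryo stage, was not tested.

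The totals of counts exceed the reads stated by the paper. Among the 29327 transcripts with at least 50 counts in every sample, 1393 had the same counts as another in all 6 samples, and 0 did after each sample's counts were shuffled among transcripts of similar mean count. The shuffle speaks only against coincidence between independent counts and does not test how reads were counted. Reads counted on every transcript they overlap would give such identical counts, but the counting options are not known. Counting transcripts with identical counts once left 104 up-regulated and 481 down-regulated transcripts, but transcripts that share only part of their reads remain.

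The up-regulated transcripts had a lower expression than the down-regulated ones, with median values of -0.28 and 0.68 for the mean log2 CPM. When the directions were permuted only within 5 equal groups by mean log2 CPM, the difference between the median absolute log2 fold changes centred on -0.38, and the observed 0.21 lay above it (permutation p = 6e-05, as double the smaller tail). A first form of this test, which compared absolute sizes although the permuted values do not centre on 0, gave a permutation p of 0.85, and the form was changed for that reason after it was seen. Among the transcripts past the threshold without a block, expression level thus worked against a larger fold change of the down-regulated transcripts. The unmatched difference did not pass its own test (permutation p = 0.261). Passing the threshold depends on the fold changes that are compared, and no matched test was run with the replicate block. Whether expression level explains the difference beyond these transcripts therefore cannot be told. For the transcripts associated to up-regulated Sox3 BSs, draws matched on expression gave a permutation p of 2e-05 (1e-05 in the first form), and for pioneered BS-associated transcripts permuting labels within these 5 groups gave a p of 0.00026 (0.00167 in the first form), so these differences are not explained by expression level. Whether they are biological cannot be told, since transcripts of one gene are counted separately and gene lengths, GC content and strain variants were not tested.

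Among the 513 down-regulated transcripts, 79 (15.4%) fell at least 32-fold, and 20 of these had 0 counts in all 3 tp63 mutant samples. Among the 114 up-regulated transcripts, 6 (5.26%) rose at least 32-fold, and 3 of these had 0 counts in all 3 WT samples. Of the 79, 67 passed the threshold in each of the 6 fits that left out one sample, and 3 of the 6. All 79 are among the paper's de-regulated transcripts, as are 4 of the 6. No explanation was tested for these near-complete losses, for which the positions of the transcripts in the genome would be needed.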
